# The microprotein C16orf74/MICT1 promotes thermogenesis in brown adipose tissue

**DOI:** 10.1038/s44318-025-00444-x

**Published:** 2025-05-12

**Authors:** Jennie Dinh, Danielle Yi, Frances Lin, Pengya Xue, Nicholas D Holloway, Ying Xie, Nnejiuwa U Ibe, Hai P Nguyen, Jose A Viscarra, Yuhui Wang, Hei Sook Sul

**Keywords:** Brown Adipose Tissue (Thermogenesis), C16orf74 (MICT1), Microprotein, Protein Kinase A (PKA), PP2B (Calcineurin), Metabolism, Signal Transduction

## Abstract

Brown and beige adipose tissues are metabolically beneficial for increasing energy expenditure via thermogenesis, mainly through UCP1 (uncoupling protein 1). Here, we identify C16orf74, subsequently named MICT1 (microprotein for thermogenesis 1), as a microprotein that is specifically and highly expressed in brown adipose tissue (BAT) and is induced upon cold exposure. MICT1 interacts with protein phosphatase 2B (PP2B, calcineurin) through the docking motif PNIIIT, thereby interfering with dephosphorylation of the regulatory subunit of protein kinase A (PKA), RIIβ, and potentiating PKA activity in brown adipocytes. Overexpression of MICT1 in differentiated brown adipocytes promotes thermogenesis, showing increased oxygen consumption rate (OCR) with higher thermogenic gene expression during β_3_-adrenergic stimulation, while knockdown of MICT1 impairs thermogenic responses. Moreover, BAT-specific MICT1 ablation in mice suppresses thermogenic capacity to increase adiposity and insulin resistance. Conversely, MICT1 overexpression in BAT or treating mice with a chemical inhibitor that targets the PP2B docking motif of MICT1 enhances thermogenesis. This results in cold tolerance and increased energy expenditure, protection against diet-induced and genetic obesity and insulin resistance, thus suggesting a therapeutic potential of MICT1 targeting.

## Synopsis

Microproteins are increasingly found to contribute to various physiological processes. This study identifies MICT1 (microprotein for thermogenesis 1) as a microprotein highly expressed in brown adipose tissue, where it enhances thermogenesis and protects against adiposity.

- MICT1/C16orf74 is specifically and highly expressed in brown adipose tissue and is induced upon cold exposure.
- MICT1 enhances thermogenesis via an interaction with PP2B, disrupting dephosphorylation of PKA-RIIβ.
- Ucp1^+^-cell-specific ablation of MICT1 in mice suppresses thermogenic capacity to increase adiposity and insulin resistance.
- MICT1 overexpression in UCP1^+^-cells enhances thermogenesis and increases energy expenditure to protect against genetic and diet-induced obesity and insulin resistance.

## Abstract (web summary)

The MICT1 (microprotein for thermogenesis 1) enhances thermogenesis via PKA activation and protects against adiposity and insulin resistance.

## Introduction

Obesity, an excess accumulation of white adipose tissue (WAT), has become a global epidemic. While WAT serves as the main energy storage organ, brown adipose tissue (BAT) dissipates energy via non-shivering thermogenesis to maintain body temperature. BAT is enriched with a high number of mitochondria that possess a specialized inner mitochondrial H^+^/ fatty acid symporter, Uncoupling Protein 1 (UCP1), for thermogenesis (Dickson et al, 2016; Feldmann et al, 2009; Golozoubova et al, 2006; Golozoubova et al, 2001; Inokuma et al, 2005; Matthias et al, 2000). While expression of UCP1 is restricted to BAT, upon cold exposure, UCP1^+^ thermogenic adipocytes termed “beige” or “brite” cells can arise in WAT depots, especially in subcutaneous WAT, by so-called beiging (Cannon and Nedergaard, 2004; Rosen and Spiegelman, 2014; Wu et al, 2012). The presence of BAT or BAT-like tissues in human adults has been established, and, upon cold exposure, these tissues can increase, inversely correlating with adiposity (Cero et al, 2021; Cypess et al, 2009; Cypess et al, 2015; Virtanen et al, 2009; Yoon et al, 2018). Moreover, although the underlying mechanism is not clear, BAT/BAT-like tissues affect insulin sensitivity (Giralt and Villarroya, 2017). BAT has high capacity of glucose and fatty acid uptake and secretes adipokines, all potentially contributing to insulin sensitivity (Townsend and Tseng, 2014; Wolfrum and Gerhart-Hines, 2022). A better understanding of the thermogenic process may provide future therapeutic targets against obesity/insulin resistance.

Recent studies have revealed the existence of nonannotated small open reading frames encoding short microproteins (< 100 aa)(Chen et al, 2020; Couso and Patraquim, 2017). Microproteins are a largely unstudied fraction of the proteome, but there is increasing evidence that microproteins can regulate key cellular processes. By utilizing short amino acid sequences, microproteins can alter biological functions of protein complexes by interacting through their protein-protein interaction domain (Miller et al, 2022; Saghatelian and Couso, 2015). Function of specific microproteins in other systems, such as in muscle, has been reported (Anderson et al, 2015; Bi et al, 2017; Makarewich et al, 2018). However, there are no known microproteins that control thermogenic process (Zhang et al, 2017).

A dominant signaling pathway governing non-shivering thermogenesis is β_3_-adrenergic receptor (AR)-PKA signaling (Cao et al, 2001; Cao et al, 2004; Cero et al, 2021; Dickson et al, 2016; Fredriksson et al, 2001; Vergnes et al, 2020). Some of the transcription factors involved in thermogenic gene transcription, such as CREB/ATF2 and Zc3h10, are known to be phosphorylated upon activation of this pathway (Yi et al, 2019; Yi et al, 2020). In addition, PKA phosphorylates Hormone-sensitive lipase (HSL) and Perilipin1 for lipolysis to provide fatty acids to activate UCP1 and fuel thermogenesis (Townsend and Tseng, 2014). PKA is a tetramer composed of 2 regulatory subunits (R) and 2 catalytic subunits (C). cAMP binding to R results in dissociation of R and C, for activation of kinase activity of C subunits. Of the two isoforms of R, unlike cytosolic RI, RII is known to be membrane-bound and RII phosphorylation prevents reassociation with C, thus potentiating PKA activity. Protein Phosphatase 2B (PP2B, also called calcineurin or PPP3) is known to dephosphorylate RII, allowing reassociation with C to limit PKA activity (Bock et al, 2021; Church et al, 2021). In brown adipocytes, RIIβ is the dominant form (Zhang et al, 2012), and mice deleted of RIIβ has been reported to be resistant to obesity, probably due to increased PKA activity (Czyzyk et al, 2008; Schreyer et al, 2001; Su et al, 2017). While downstream of β_3_-AR-PKA signaling in thermogenesis is known (Kong et al, 2014; Sambeat et al, 2017; Sambeat et al, 2016; Yi et al, 2020), factors that may directly affect β_3_-AR-PKA signaling, such as potential modification of PKA activity during thermogenesis, have not been studied.

Here we report identification of the first microprotein C16orf74 (MICT1) that is highly enriched in brown adipose tissue and is induced upon cold exposure. We show that C16orf74 that we named as MICT1 potentiates β_3_-AR-PKA signaling by interacting with PP2B, prolonging PKA activity to promote thermogenesis. During submission of our current work for publication, others confirmed PP2B interaction with C16orf74 (Bradburn et al, 2004; Brauer et al, 2019). Furthermore, here we demonstrate in vivo impact of MICT1 on thermogenesis to affect adiposity and insulin sensitivity in mice. In fact, the GWAS database reveals a SNP in C16orf74 associated with type 2 diabetes. MICT1 may provide a new therapeutic target to increase thermogenesis and energy expenditure for obesity and obesity-related metabolic diseases, such as type 2 diabetes.

## Results

### MICT1 is a cold-induced microprotein highly enriched in brown adipocytes

C16orf74 (1190005I06Rik in mice) encodes a previously uncharacterized microprotein of 76 aa in length (8 kDa). There are a few reports on the human ortholog, C16orf74, as a marker for pancreatic without known function (Kushibiki et al, 2020; Nakamura et al, 2017). However, by RT-qPCR and immunoblotting, we found that C16orf74 was expressed highly in BAT compared to other tissues in mice (Figs. 1A and EV1A). We also detected C16orf74 in the adipocyte fraction of BAT, but not in the stromal vascular fraction (SVF) containing various other cell types including preadipocytes (Fig. 1B). Furthermore, C16orf74 mRNA levels were increased during brown adipocyte differentiation, similar to other BAT enriched genes, such as Pgc1α and Prdm16 (Figs. 1C and EV1B). We then examined C16orf74 expression in human beige adipocytes. Human adipose-derived mesenchymal stem cells were differentiated into white adipocytes by use of differentiation cocktail containing insulin, dexamethasone, and isobutylmethylxanthine (IBMX), followed by beiging via T3, rosiglitazone and forskolin treatment. As expected, these human beige adipocytes compared to white adipocytes expressed significantly higher levels of thermogenic genes, such as *UCP1*, *DIO2*, *PGC1α,* and *CIDEA*. More importantly, mRNA levels of human ortholog of C16orf74 coding for MICT1 were induced by 8-fold upon beiging (Fig. 1D). Consistent with our observations, RNA-seq showed human C16orf74 ortholog to be higher in human beige adipocytes compared to preadipocytes or white adipocytes (Min et al, 2019) (Fig. EV1C). These results indicating enrichment of C16orf74 in thermogenic brown adipocytes and beige adipocytes suggested to us its potential function in thermogenesis, and we named this uncharacterized microprotein encoded by C16orf74 as Microprotein for Thermogenesis 1 (MICT1).

**Figure 1:**
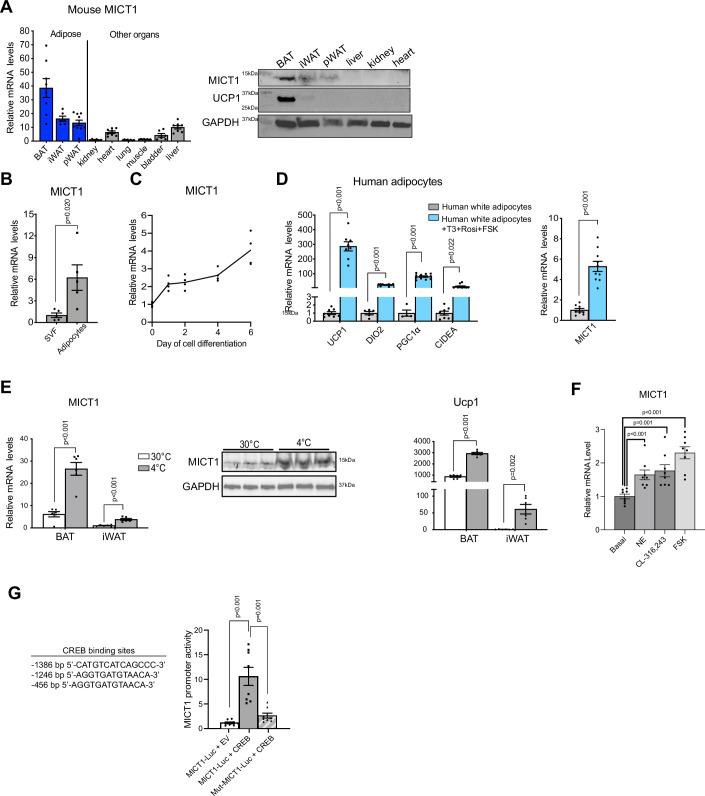
MICT1 is a microprotein highly enriched in brown adipocytes. (**A**) RT-qPCR (*n* = 6–8) and IB of MICT1 in various tissues from 12-wk-old C57BL/6 mice. (**B**) MICT1 mRNA levels in the adipocyte fraction and SVF of BAT (*n* = 5). (**C**) RT-qPCR for MICT1 during BAT cell differentiation (*n* = 4). (**D**) RT-qPCR for indicated genes in differentiated human white adipocytes and beige adipocytes treated with T3, rosiglitazone, and forskolin (FSK) (UCP1: *P* < 0.0001, DIO2: *P* < 0.0001, PGC1α: *P* < 0.0001, MICT1: *P* < 0.0001). (**E**) RT-qPCR of MICT1 and Ucp1 in BAT and iWAT from mice housed at either 30 °C or 4 °C (*n* = 6) and IB of MICT1 of BAT from mice housed at 30 °C or 4 °C (*n* = 3) (BAT MICT1: *P* < 0.0001, IWAT MICT1: *P* = 0.0001, BAT Ucp1: *P* < 0.0001, IWAT Ucp1: *P* = 0.0018). (**F**) MICT1 mRNA levels in differentiated BAT cells treated with norepinephrine (NE), CL-316,243 or FSK for 6 h (*n* = 8, NE: *P* = 0.0014, CL-316,243: *P* = 0.0014, FSK: *P* < 0.0001). (**G**) HEK293FT cells were transfected with −1.6 kb MICT1 promoter-luciferase reporter or MICT1 mutant promoter-luciferase reporter, in which CRE is mutated along with EV or CREB (*n* = 8, MICT1-Luc+CREB: *P* < 0.0002, Mut-MICT1 + CREB: *P* = 0.0009). Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test. See also Fig. EV1. Source data are available online for this figure.

**Figure EV1:**
MICT1 is a microprotein highly enriched in brown adipocytes. (**A**) MICT1 protein quantification for various mouse tissues. (**B**) RT-qPCR for during the course of BAT cell differentiation. (**C**) Expression of MICT1 in human cultured thermogenic adipocytes, from publicly available RNA-seq data (*n* = 50, White adipocytes MICT1: *P* = 0.001, Beige adipocytes MICT1: *P* = 0.001, White adipocytes PGC1α: *P* = 0.001, Beige adipocytes PGC1α: *P* = 0.001, White adipocytes DIO2: *P* = 0.001). (**D**) MICT1 protein quantification for mice housed at either 30 °C or 4 °C (*n* = 3) (**E**) Schematic of CREB sites in the MICT1 promoter. Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test.

Since important BAT enriched genes that play key roles in thermogenesis are induced upon cold exposure to increase thermogenesis, we tested whether cold exposure or stimulation of β_3_-AR-PKA signaling pathway induces expression of MICT1. Indeed, MICT1 mRNA levels in brown adipose tissue were increased by 4-fold when mice were exposed to cold at 4 °C than at thermoneutrality at 30 °C. Probably due to browning, MICT1 mRNA and protein levels were also increased in subcutaneous inguinal WAT (iWAT) of mice exposed to cold (Fig. 1E). In addition, MICT1 mRNA levels were increased when BAT cells (from S.Kajimura) were differentiated into brown adipocytes in culture and treated with the physiological ligand of β_3_-AR norepinephrine, a β_3_-AR specific agonist CL-316,243, or forskolin, an activator of adenylyl cyclase to increase cAMP levels (Fig. 1F). In this regard, we found three cAMP response elements (CREs), 5’-TGACGTCA-3’, at the 5’ upstream of the coding region of the MICT1 gene. Indeed, MICT1 promoter-reporter assays upon co-transfection of MICT1 promoter-reporter construct with CREB showed a 14-fold increase in luciferase activity (Figs. 1G and EV1D). Moreover, the mutation of CREB binding sites in this promoter-reporter assay resulted in a greatly decreased MICT1 promoter activity, further supporting CREB-mediated MICT1 induction during thermogenesis (Fig. 1G). Overall, we conclude that MICT1 is mainly expressed in thermogenic adipocytes and is induced upon cold via β_3_-AR stimulation. Interestingly, GWAS database indicated a SNP in C16orf74 is associated with type 2 diabetes (https://www.ebi.ac.uk/gwas/genes/C16orf74), further suggesting its potential role in improving insulin sensitivity by brown adipose tissue thermogenesis.

### MICT1 overexpression promotes thermogenesis in brown adipocytes

To explore the potential role of MICT1 in brown adipocyte function of thermogenesis, we performed gain-of-function studies in brown adipocytes by measuring heat production and uncoupled oxygen consumption rates (OCR). First, we differentiated BAT cells into brown adipocytes by treating the confluent cells with differentiation cocktail containing insulin, dexamethasone, IBMX, indomethacin, T3, and rosiglitazone and then infected these cells with MICT1 adenovirus for overexpression (OE) or GFP adenovirus as a control. MICT1 overexpressing brown adipocytes had 5-fold higher MICT1 mRNA and protein levels (Fig. 2A, left, Fig. EV2A, left). To examine whether MICT1 modulates the thermogenic capacity, we utilized a small molecule thermosensitive fluorescent dye, ERthermAC, to directly monitor temperature changes in live cells (Kriszt et al, 2017). Heat production was quantified by the average percentage of ERthermAC^+^ cells in the region of higher temperature (R1). Via FACS, we detected a shift in distribution of control BAT to a higher temperature range when stimulated with forskolin to induce thermogenesis. More importantly, the average percent of ERthermAC^+^ MICT1 overexpressing cells in the higher temperature R1 compared to control cells was higher by approximately 20% and 30% in the basal and stimulated conditions, respectively (Fig. 2A, right), demonstrating that MICT1 overexpression resulted in higher heat production. Next, to test whether MICT1 overexpression affects mitochondrial respiration, we measured OCR by Seahorse in basal and CL-316,243-treated conditions. Indeed, MICT1 overexpressing cells compared to GFP control cells had higher OCR in all conditions, oligomycin-, FCCP-, and rotenone/antimycin A-treated conditions (Fig. 2B, left). Importantly, in CL-316,243 treated condition, MICT1 overexpressing cells showed a significantly higher uncoupled OCR (Fig. 2B, right). We also measured OCR in these cells upon forskolin treatment and found that, similar to CL-316,243 treatment, MICT1 overexpressing cells compared to control cells had increased OCR (Fig. EV2A). After observing increased OCR, we next examined expression of various thermogenic genes. Differentiated BAT cells overexpressing MICT1 had higher Ucp1 mRNA levels by more than 3-fold in the stimulated condition. Expression of Pgc1α, Tfam, Nrf1, Dio2 was higher as well (Fig. 2C). In contrast, in differentiated 3T3-L1 adipocytes which were not treated with beiging agents and thus did not undergo beiging, MICT1 overexpresssion was not sufficient to induce thermogenic genes (Fig. 2D). These results, overall, demonstrate that MICT1 increases thermogenic activity and thermogenic genes in cultured brown adipocytes with thermogenic capacity.

**Figure 2:**
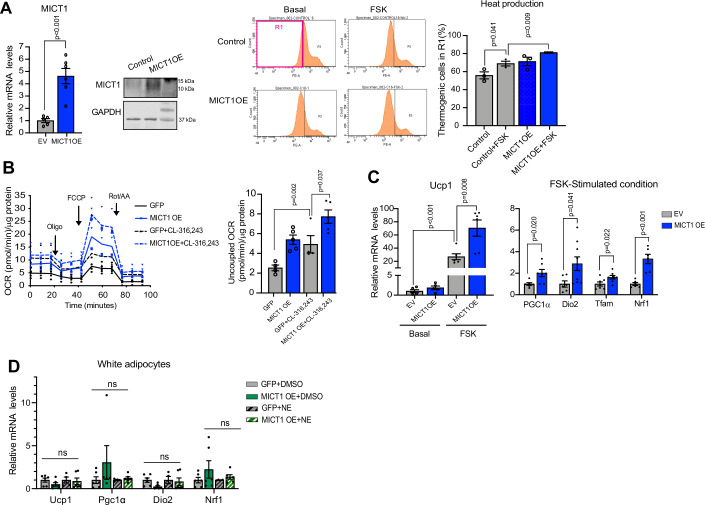
MICT1 overexpression promotes on thermogenesis in cultured brown adipocytes. (**A**) (Left) RT-qPCR (*n* = 5, *P* = 0.0006) and IB for MICT1 in BAT cells transduced with GFP or MICT1 adenovirus for OE on Day 4 of differentiation. (Right) FACS analysis for ERthermAC for MICT1 OE BAT cells (*n* = 3). Region (R1) of higher temperature is boxed. (**B**) OCR and uncoupled OCR under oligomycin (0.5 μM), measured in MICT1OE BAT cells treated with CL-316,243 using Seahorse XFe24 analyzer (*n* = 4–5). (**C**) RT-qPCR for thermogenic in MICT1 OE BAT cells in the FSK-treated condition (*n* = 4–6, EV + FSK Ucp1: *P* = 0.0005, MICT1OE + FSK Ucp1: *P* = 0.0005, Nrf1: *P* = 0.0004). (**D**) RT-qPCR for thermogenic genes in 3T3-L1 adipocytes transduced with GFP or MICT1 adenovirus for OE on Day 4. Cells were treated with either DMSO or NE (*n* = 4–6). Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test. See also Fig. EV2.

**Figure EV2:**
MICT1 impact on thermogenesis in cultured brown adipocytes. (**A**) (Left) MICT1 protein quantification in MICT1 OE BAT cells. (Right) OCR measured in MICT1 OE BAT cells that were treated with FSK, and relative uncoupled OCR under oligomycin (0.5 μM) (*n* = 12, MICT1 OE: *P* = 0.0041, MICT1 + FSK: *P* = 0.0009). Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test.

### MICT1 ablation suppresses thermogenesis in brown adipocytes

Next for loss-of-function studies, we infected differentiated brown adipocytes with lentivirus containing the shRNA targeting MICT1 for knockdown (MICT1 KD). MICT1 knockdown cells had significantly lower MICT1 expression at both RNA and protein levels by RT-qPCR and immunoblotting, respectively (Fig. 3A). To test the functional outcome of MICT1 knockdown, we measured OCR and detected lower OCR in all conditions and notably lower uncoupled OCR in MICT1 knockdown cells compared to scrambled lentivirus infected control BAT cells, especially in the CL-316,243-stimulated condition (Fig. 3A). Furthermore, MICT1 knockdown in these differentiated brown adipocytes resulted in lower expression thermogenic genes, such as Ucp1, Pgc1α, Nrf1, Elovl3, and CideA (Fig. 3B).

**Figure 3:**
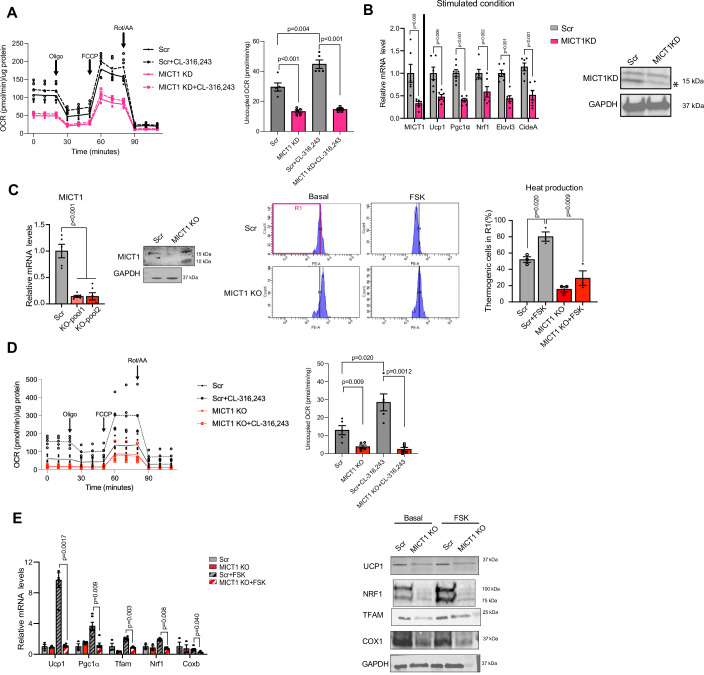
MICT1 ablation suppresses thermogenesis in cultured brown adipocytes. (**A**) OCR measured in MICT1 KD treated with CL-316,243 using Seahorse XFe24 analyzer, and relative uncoupled OCR under oligomycin (0.5 μM) (*n* = 5, MICT KD: *P* = 0.0005, MICT1 KD + CL-316,243: *P* < 0.0001). (**B**) (Left) RT-qPCR for thermogenic genes in MICT1 KD BAT cells in the FSK-treated condition (*n* = 6, Pgc1α: *P* = 0.0001, Elovl3: *P* = 0.0001, CideA: *P* = 0.0009). (Right) IB for MICT1 in MICT1 KD BAT cells. (**C**) (Left) RT-qPCR (*n* = 5–6, KO-pool1: *P* < 0.0001, KO-pool2: *P* = 0.0002) and IB for MICT1 in Scr or MICT1 KO. (Middle) FACS analysis for ERthermAC for MICT1 KO (*n* = 3). Region (R1) of higher temperature is boxed. (Right) Quantification of number of thermogenic cells in R1. (**D**) OCR measured in MICT1 KO treated with CL-316,243 using Seahorse XFe24 analyzer, and relative uncoupled OCR under oligomycin (0.5 μM) treatment (*n* = 4–5, MICT1 KO + CL-316,243: *P* = 0.0012). (**E**) (Left) RT-qPCR for indicated genes in Scr or MICT1 KO in the basal (*n* = 3) and the FSK-stimulated condition (*n* = 6, Ucp1: *P* = 0.0017, Pgc1α: *P* = 0.0093, Tfam: *P* = 0.0031, Nrf1 = 0.0083, Cox8b: *P* = 0.0402). (Right) IB for UCP1, NRF1, TFAM, and COX1 in Scr or MICT1 KO. Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test. See also Fig. EV3.

**Figure EV3:**
MICT1 ablation suppresses thermogenesis in cultured brown adipocytes. (**A**) RT-qPCR in MICT1 KD cells (*n* = 6). (**B**) Ratio of mtDNA:gDNA of Scr and MICT1 KO cells in the basal and FSK stimulated condition (*n* = 3, MICT1 KO + FSK: *P* = 0.0495). (**C**) (Left) MICT1 protein quantification in MICT1 KO pool cells. (Right) OCR measured in MICT1 KO pools that were treated with FSK, and relative uncoupled OCR under oligomycin (0.5 μM). (**D**) (Left) Hierarchical clustering of RNA-seq using differentiated MICT1-KO pools. (Middle) Heatmap showing changes in gene expression in the Scr and MICT1-KO pools. (Right) Representative top GO terms of downregulated genes identified by differential expression analysis. (**E**) (Left) RT-qPCR for indicated genes in MICT1 KO pools in the basal condition. (Right) RT-qPCR for Ucp1 in MICT1 KO-pools in the basal and CL-316,243 treated conditions. (**F**) RT-qPCR for MICT1 in Scr and MICT1 KO cells in the basal and CL-316,243-stimulated conditions (*n* = 3, Scr+FSK: *P* < 0.0001, MICT1 KO + FSK: *P* < 0.0001). (**G**) RT-qPCR (*n* = 6, MICT1 KO Pparγ: *P* < 0.0001) and IB for Pparγ and Fabp4 in Scr and MICT1 KO cells in the basal and FSK-stimulated conditions. Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test.

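The RNA-seq behind this clustering covers 3 Scr and 3 MICT1 KO libraries from differentiated, forskolin-treated cells. Pearson correlations of log2(value + 1) over the 12507 tested genes, where the value is the authors' estimate of reads per gene divided by a size factor per library, were 0.988 to 0.990 among the 3 Scr libraries and 0.987 to 0.988 among the 3 MICT1 KO libraries. Between the groups they were lower, from 0.929 to 0.940. These correlations are across genes, which are not independent replicates. Average-linkage clustering on 1 minus the correlation joined the Scr libraries in one cluster and the MICT1 KO libraries in the other, with a last merge at a height of 0.0649. The 2 clusters were the 2 groups in 5 of the 5 settings tried. With the 500 most variable genes the last merge rose to a height of 0.514, the largest move among these settings. The first principal component held 78.3% of the variance.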

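The heatmap shows 23 genes as lower and 15 as higher in MICT1 KO cells. In the deposited values 23 and 15 of them had a log2 fold change in the direction drawn. By limma-trend with Benjamini-Hochberg adjustment, 21 of the lower and 14 of the higher genes had an adjusted p under 0.05 over all genes tested. With p adjusted over the list alone the counts were 23 and 14, but the study chose these genes on the same libraries, so that count is not independent evidence. The exceptions over all genes tested were Nrf1, Immp1l (log2 fold change -0.40, adjusted p = 0.0707 from limma-trend) and Tnnt2 (log2 fold change 0.50, adjusted p = 0.204 from limma-trend). Immp1l passed with the replicate number as a block, without control replicate 2 (-0.56, adjusted p = 0.0262 from limma-trend) and without KO replicate 1 (-0.58, adjusted p = 0.0134), and its adjusted p reached 0.312 without KO replicate 2 (-0.23).

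The largest fall among the heatmap genes was that of Adipoq, from 624 ± 139 (SD, n = 3) in Scr to 5.32 ± 2.24 (SD, n = 3) in MICT1 KO libraries. Its log2 fold change was -6.66 (standard error 0.29, adjusted p = 3.67e-14 from limma-trend). Mef2c rose with a log2 fold change of 2.01 (standard error 0.66, adjusted p = 0.0129 from limma-trend), at values of 0.989, 10.2 and 4.07 in Scr and 25.7, 13.7 and 17.6 in MICT1 KO libraries. With a pseudocount of 5 its log2 fold change was 1.33. Without control replicate 1 the log2 fold change of Mef2c was 1.37 and without KO replicate 1 it was 1.78, with adjusted p of 0.0650 and 0.0663 (limma-trend, and down to 0.00443 in the other fits that left out a library). The adjusted p of Cdc7 rose to 0.0566 without KO replicate 2 (log2 fold change 0.21). That of Timm10 rose to 0.0930 without control replicate 3 (-0.24), 0.0651 without KO replicate 1 (-0.26) and 0.0886 without KO replicate 2 (-0.24). A change of at least 1.8-fold with an unadjusted p under 0.05, as the methods give it, was reached by 13 of the lower and 7 of the higher genes. A maximum RPKM of at least 4 was reached by 22 and 11 genes, and both criteria by 12 and 4.

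**Figure D1:**
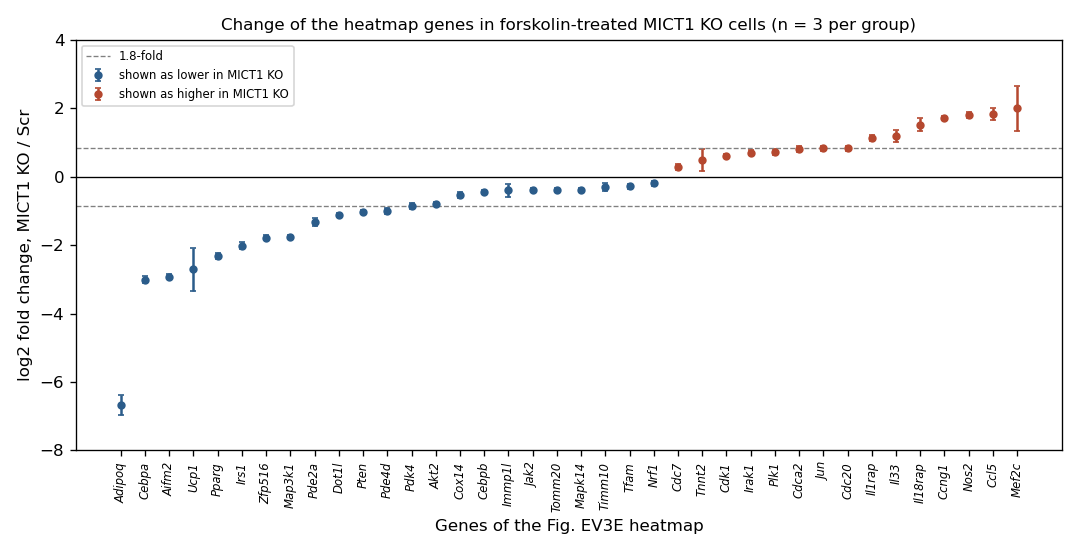
The log2 fold change (MICT1 KO over Scr, log2(value + 1) scale) is on the vertical axis for each gene of the heatmap, with its standard error from limma-trend (n = 3 libraries per group). Dashed lines mark a 1.8-fold change, and the 23 genes drawn as lower lie below 0 while the 15 drawn as higher lie above it.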

Next, we employed CRISPR-Cas9 system to generate MICT1 knockout pools of BAT cells that stably expressing Cas9 (MICT1 KO) using two single guide RNAs (sgRNAs). The two independent knockout pools showed more than 95% lower MICT1 mRNA and protein levels compared to control BAT-Cas9 cells transduced with scrambled sgRNA (Fig. 3C, left, Fig. EV3D, left). Importantly, the use of ERthermAC in these cells upon differentiation showed that MICT1 knockout shifted the cell population to the lower temperature region compared to control cells by 30% and 50% in basal and stimulated conditions, respectively (Fig. 3C, right), indicating that MICT1 gene ablation decreases heat production in differentiated BAT cells. By seahorse assay, we also detected that MICT1 knockout cells had decreased OCR in all conditions. In CL-316,243-treated condition, MICT1 knockout cells compared control cells showed a significantly lower uncoupled OCR (Fig. 3D). MICT1 knockout cells treated with forskolin also had lower OCR compared to controls cells (Fig. EV3D). MICT1 knockout cells treated with forskolin had significantly lower expression of thermogenic and mitochondrial biogenesis markers, including Ucp1, Pgc1α, Tfam, Nrf1 and Cox1 at both mRNA and protein levels (Fig. 3E). However, expression of these thermogenic genes was not unaffected at the basal condition. Additionally, mitochondrial content of MICT1 knockout cells, as determined by mitochondrial DNA/genomic DNA ratio and MitoTracker staining, were significantly lower than Scr cells upon stimulation (Fig. EV3B,C). To document the global impact of MICT1 on BAT cells, we performed RNA-seq in differentiated MICT1 knockout brown adipocytes. 

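Libraries came from an immortalized mouse brown preadipocyte (BAT) line differentiated in culture, 3 from MICT1 KO pools and 3 from control cells transduced with scrambled sgRNA (Scr). All 6 cultures received 10 µM forskolin, which activates adenylyl cyclase and so raises cAMP, for 6 h. The sample labels place this treatment at day 6 of differentiation, and do not tell which of the 2 sgRNA pools each MICT1 KO library came from. The methods describe strand-specific total RNA libraries made from 500 ng of RNA, paired-end sequencing and alignment with Partek software to the mouse genome NCBI38/mm10. The authors deposited a table of 13283 genes, listed by symbol, in which every value is above 0. Its values are a normalized signal, not raw counts. Between 88.7% and 90.2% of the values under 20 were whole multiples, within a tolerance of 0.01, of a step that differed between libraries. The inverse of that step matched the median-ratio size factor of the library. The values were therefore read as estimated reads per gene, with some reads split between genes, divided by a size factor. Multiplied back, they correspond to 16282223, 17925629 and 16104863 reads in the Scr libraries and to 17239945, 15445813 and 15674939 reads in the MICT1 KO libraries.

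Since the values are not whole counts, no count test was run. They were compared as log2(value + 1) with limma-trend in the 12507 genes with a value of at least 10 in at least 3 libraries, and p was adjusted by the Benjamini-Hochberg method over these genes. Fold changes are therefore on the log2(value + 1) scale, which understates the change of genes with low values. MICT1 itself was not analysed here, so the labels of the MICT1 KO libraries were not checked on the targeted gene. An adjusted p under 0.05 was found for 7113 genes (56.9%), 3544 lower and 3569 higher in MICT1 KO cells, and 720 of the lower and 999 of the higher genes changed at least 2-fold. At the fold and p of the methods, 1.8-fold with an unadjusted p under 0.05, 924 genes were lower and 1265 higher. The filter of the methods on a maximum RPKM of 4, with exon lengths from the GENCODE annotation, moved these counts most, to 515 and 588. The 3 MICT1 KO values lay outside the range of the 3 Scr values in 7760 genes (62.0%), against 10% by chance.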

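Ucp1, the gene of the mitochondrial uncoupling protein of brown fat, lies on chromosome 8 from 83290348 to 83298456 (GRCm38). Its value was 25.1 ± 4.96 (SD, n = 3) in Scr and 4.10 ± 4.55 (SD, n = 3) in MICT1 KO libraries, a log2 fold change of -2.71 (standard error 0.64, adjusted p = 0.00112 from limma-trend with Benjamini-Hochberg adjustment). These are few reads, with values of 20.8, 24.1 and 30.5 in the Scr libraries and 1.91, 1.05 and 9.33 in the MICT1 KO libraries, and a maximum RPKM of 1.14. Leaving out KO replicate 3 gave a log2 fold change of -3.40, and leaving out KO replicate 2 gave -2.24. With a pseudocount of 5 in place of 1 it was -1.82, the largest move among the other settings.

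Tfam (chromosome 10, from 71225468 to 71238328), which encodes the mitochondrial transcription factor A, fell from 1507 ± 129.7 (SD, n = 3) to 1237 ± 30.1 (SD, n = 3). Its log2 fold change was -0.28 (standard error 0.071, adjusted p = 0.00202 from limma-trend) and lay between -0.32 and -0.21 with each library left out in turn. Nrf1 (chromosome 6, from 30047985 to 30153458) fell from 727 ± 12.7 (SD, n = 3) to 636 ± 40.1 (SD, n = 3), a log2 fold change of -0.19 (standard error 0.083, adjusted p = 0.0519 from limma-trend). The 3 MICT1 KO values of Nrf1 were below the 3 Scr values, but its adjusted p lay on either side of 0.05 between settings. It was 0.0482 with the filter at 4 RPKM, 0.0484 with a filter at 4 CPM, 0.0472 without KO replicate 1 and 0.212 without KO replicate 3, where the log2 fold change was -0.14.

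Of 82 nuclear genes of respiratory chain and ATP synthase subunits, 54 were lower and 1 was higher with an adjusted p under 0.05 (limma-trend), with a median log2 fold change of -0.30. Adjusted over the list alone, 55 passed, as over all genes tested. Among 78 mitochondrial ribosomal protein genes, 36 were lower and 3 higher, with a median of -0.22, and 38 passed adjusted over the list alone. Among the respiratory genes, 2 were at least 2-fold lower.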

Notably, downregulated genes include those for thermogenesis, such as Ucp1 those for mitochondrial biogenesis and oxidative phosphorylation, such as Nrf1, Tfam (Dempersmier et al, 2015; Yi et al, 2020). In addition, genes important for insulin signaling, such as Irs1 and Akt2, and G-coupled receptor (GPCR) signaling pathways, such as Mapk14 (also known as p38α MAPK), Gene Ontology analysis of at least 2-fold downregulated genes in MICT1 ablated cells indicated that GPCR signaling pathway, lipid metabolic processes, mitochondrion organization, thermogenesis, regulation of brown adipocytes, and insulin signaling (Fig. EV3E) were significantly affected. 

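Irs1 (chromosome 1, from 82233105 to 82291439, GRCm38) fell from 1242 ± 120.1 (SD, n = 3) in Scr to 306 ± 32.5 (SD, n = 3) in MICT1 KO libraries, a log2 fold change of -2.02 (standard error 0.097, adjusted p = 2.52e-13 from limma-trend). Akt2 (chromosome 7, from 27591552 to 27640826) fell from 2717 ± 221 (SD, n = 3) to 1560.4 ± 26.3 (SD, n = 3), a log2 fold change of -0.80 (standard error 0.065, adjusted p = 1.35e-09 from limma-trend) or 1.74-fold. For Mapk14 (chromosome 17, from 28691342 to 28748405) the values were 3409 ± 160.1 (SD, n = 3) and 2619.8 ± 47.5 (SD, n = 3), a log2 fold change of -0.38 (standard error 0.057, adjusted p = 8.24e-06 from limma-trend). Of these genes only Irs1 was at least 2-fold lower. With each library left out in turn, Irs1 stayed between -2.10 and -1.94, Akt2 between -0.86 and -0.74 and Mapk14 between -0.40 and -0.34.

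The Gene Ontology annotation was not used here. Mouse Reactome pathway sets and gene lists, 826 in all, took its place, and Fisher's exact test (one-sided) compared the share of each set among the genes at least 2-fold lower with that of all tested genes, 5.76%. After Benjamini-Hochberg adjustment 23 sets had a p under 0.05. The count was 38 with the genes lower at the fold and p of the methods, the alternative that moved it most. Metabolism of lipids and lipoproteins held 59 such genes among 360 (16.4%, odds ratio 3.41, adjusted p = 5.09e-11 from Fisher's exact test). GPCR ligand binding held 14 among 80 (17.5%, odds ratio 3.52, adjusted p = 0.0116 from Fisher's exact test), whereas the wider set of signaling by GPCR held 21 among 212 (9.91%, odds ratio 1.82, adjusted p = 0.210). Insulin receptor signaling held 5 among 88 (5.68%, odds ratio 0.986, adjusted p = 1), the citric acid cycle and respiratory electron transport 10 among 120 (8.33%, odds ratio 1.5, adjusted p = 1) and mitochondrial biogenesis 2 among 18 (11.1%, odds ratio 2.05, adjusted p = 1), by the same test.

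Without a fold threshold, limma's camera test with a correlation between genes preset at 0.01 gave 45 lower and 73 higher of 814 Reactome sets with an adjusted p under 0.05. None of these calls held with the correlation estimated from the data (0 sets, and 64 at an unadjusted p under 0.05), while limma's fry test gave 573. The medians and the counts of single genes are therefore given beside each adjusted p. The median log2 fold change was -0.38 for the citric acid cycle and respiratory electron transport (87 genes lower and 5 higher of 120, camera adjusted p = 9.60e-11), -0.16 for metabolism of lipids and lipoproteins (158 lower and 91 higher of 360, camera adjusted p = 0.00527) and -0.30 for mitochondrial biogenesis (11 lower and 2 higher of 18, camera adjusted p = 0.0398). Mitochondrial biogenesis did not pass without KO replicate 3 (median -0.29, camera adjusted p = 0.0637) or with a filter at 4 CPM (-0.28, camera adjusted p = 0.0519). The median for insulin receptor signaling was -0.11 (35 lower and 21 higher of 88, camera adjusted p = 0.278). From the genes lower in MICT1 KO cells and their Gene Ontology terms, the paper states that GPCR signaling, lipid metabolism, mitochondrion organization, thermogenesis, regulation of brown adipocytes and insulin signaling were affected, and it counts these data among those from which it concludes that MICT1 promotes thermogenesis in brown adipocytes.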

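Of the other genes measured by RT-qPCR, Ppargc1a, which encodes Pgc1α, had values of 8.90, 5.56 and 2.04 in Scr and 5.72, 15.8 and 1.04 in MICT1 KO libraries. It was below the filter on low values and was not tested. Cox7a1 was 104 ± 16.6 (SD, n = 3) in Scr and 134 ± 28.2 (SD, n = 3) in MICT1 KO libraries, a log2 fold change of 0.35 (standard error 0.20, adjusted p = 0.141 from limma-trend), and the groups overlapped. Without KO replicate 3 it was 0.19 and without control replicate 3 it was 0.47. Cox8b, the mitochondrial gene of Cox1, Dio2, Cidea, Elovl3 and Prdm16 were not analysed here.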

The RNA-seq data is congruent with the above RT-qPCR in which MICT1 knockout cells stimulated with forskolin had significantly lower thermogenic and mitochondrial biogenesis markers. Unexpectedly, MICT1 knockout cells generated by CRISPR-Cas9 had lower expression of adipogenic genes, such as Pparγ, C/ebpβ, Fabp4 (Fig. EV3F,G). This was in contrast to the above MICT1 knockdown performed in differentiated brown adipocytes in which no changes in adipogenic markers, including Pparγ, Fabp4, and C/ebpβ, were detected (Fig. EV3A). It is plausible that due to the MICT1 deletion at the genomic level, MICT1 may have affected in vitro differentiation because of the use of common adipogenic cocktail containing IBMX to increase cAMP/PKA activity. Regardless, MICT1 is found mainly in brown adipocytes but not in SVF containing preadipocytes and cAMP/PKA function on adipogenesis in vivo, if any, is unclear. All together, we conclude that MICT1 promotes thermogenesis in brown adipocytes.

### Plasma membrane localization of MICT1 and its interaction with PP2B

In exploring how MICT1 promotes thermogenesis at the molecular level, we first examined MICT1 structure and its intracellular localization. MICT1 and its human ortholog encode a 76 aa (8 kDa) microprotein (Fig. 4A). To investigate the intracellular localization of MICT1, we overexpressed C-terminal Flag-tagged mouse and human MICT1 isoforms in HEK293 cells. By subcellular fractionation and immunoblotting with Flag antibody, the 76 aa MICT1 was detected in the plasma membrane fraction (Fig. 4B, left). Similarly, immunofluorescence imaging detected the 76 aa MICT1 to be detected in plasma membrane, co-localizing with the plasma membrane marker, Na^+^, K^+^-ATPase (Fig. 4B, right, Fig. EV4A). When we overexpressed the human ortholog, which corresponds to the mouse 76 aa MICT1 in HEK293 cells, human MICT1 was also found in the plasma membrane fraction (Fig. 4C). In fact, MICT1 has an N-terminal glycine, the amino acid residue that can undergo myristoylation to anchor proteins to the membrane. To test whether this myristoylation site is important for MICT1 localization to plasma membrane for its action, we generated a MICT1 construct with G2A mutation. HEK293 cells were transfected with G2A-MICT1 and cell lysates were subjected to subcellular fractionation. Immunoblotting showed that, unlike WT MICT1, without the myristoylation site, G2A-MICT1 was detected in the cytosolic fraction, which was also corroborated by immunofluorescence imaging (Figs. 4D and EV4A). Interestingly, bioinformatic analysis indicated the presence of a longer variant (111 aa,12 kDa) with 35 aa-extension at N-terminus via an alternate transcription start site. Unlike the main 76 aa MICT1 form, the 111 aa MICT1 lacked the N-terminal myristoylation site and was not colocalized with Na^+^, K^+^-ATPase upon overexpression in HEK293 cells, but it was detected only in the cytosol (Figs. 4E and EV4A).

**Figure 4:**
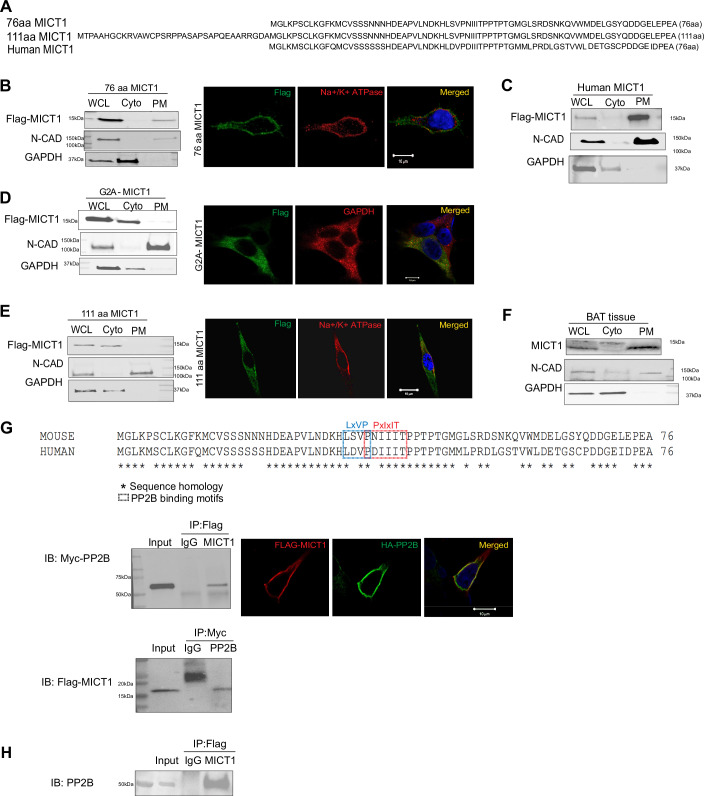
Plasma membrane localization of MICT1 and its interaction with PP2B. (**A**) Primary amino acid sequence of mouse (76 aa) and human MICT1 (76 aa). N-terminal 35aa extension of MICT1 variant is present in mice (111aa MICT1). (**B**) (Left) HEK 293FT cells transfected with 76 aa form of C-terminal Flag-tagged MICT1. Whole cell lysates (WCL), cytosol (Cyto), or plasma membrane (PM) fractions subjected to IB. (Right) Immunofluorescence (IF) staining of HEK293 cells expressing MICT1-Flag (scale bar: 10 μm). (**C**) Human MICT1 transfected HEK 293FT cell lysates were fractionated and subjected to IB. (**D**) (Left) HEK293FT cells transfected with C-terminal Flag-tagged G2A-MICT1 mutant were fractionated and subjected to IB. (Right) IF staining of HEK293FT cells transfected with C-terminal Flag-tagged G2A-MICT1 mutant (scale bar: 10 μm). (**E**) (Left) HEK 293FT cells transfected with 111 aa form of C-terminal Flag-tagged MICT1 were fractionated and subjected to IB. (Right) IF staining of HEK293 cells expressing MICT1-Flag (scale bar: 10 μm). (**F**) (Left) BAT from C57BL/6 mice was fractionated and subjected to IB using antibody against C-terminal peptide of MICT1. (**G**) (Top) Primary amino acid sequences of mouse and human MICT1. Asterisks indicate the amino acid homology between mouse and human MICT1. aa sequence in boxes, (PxIxIT) and (LxVP), are the two consensus PP2B (also called CaN) binding sequences. (Bottom left) Myc-tagged PP2B and Flag-tagged MICT1 were transfected into HEK293 cells, and cell lysates were immunoprecipitated (IP) with Flag antibody followed by IB with Myc antibody and vice versa for a reverse CoIP. (Bottom right) IF staining showing MICT1 and PP2B colocalization at the plasma membrane of HEK293 cells (scale bar: 10 μm). (**H**) IP of MICT1 in brown adipose tissue from mice overexpressing Flag-tagged MICT1 followed by IB of PP2B. See also Fig. EV4.

**Figure EV4:**
Plasma membrane localization of MICT1 and its interaction with PP2B. (**A**) IF images of HEK293FT cells overexpressing 76 aa MICT1 (scale bar: 10 μm), 111 aa MICT1 (scale bar: 10 μm), or G2A-MICT1 (scale bar: 10 μm). (**B**) IB for MICT1 in lysates from HEK293FT cells overexpressing Flag/HA tagged MICT1 (first lane) and endogenous MICT1 in mouse BAT (second lane). MICT1 in the cytosol and plasma membrane of mouse BAT (third and fourth lane).

We next examined the localization of endogenous MICT1 in brown adipose tissue from mice, by using MICT1 antibody that we generated against C-terminal peptides (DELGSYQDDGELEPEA) of MICT1. Immunoblotting using our MICT1 antibody detected the 76 aa MICT1, as well as 111 aa MICT1 upon subcellular fractionation of brown adipose tissue from mice. The dominant 76 aa MICT1 was indeed found in the plasma membrane fraction, whereas the minor 111 aa MICT1 was found in the cytosol and at a greatly lower level than the dominant 76 aa MICT1 form (Figs. 4F and EV4B). These results confirmed that the 76 aa MICT1 is the main form of MICT1 present in brown adipose tissue of mice and in humans and is localized at the plasma membrane. Thus, our present study is on this major 76 aa MICT1.

Since MICT1 belongs to the microprotein class which generally regulates biological processes by affecting protein-protein interaction, we examined the potential structural motifs of MICT1. Indeed, we found that both mouse and human MICT1 contain two consensus PP2B docking motifs (Li et al, 2011; Wigington et al, 2020): in mouse MICT1, PNIIIT and LSVP and in human MICT1, PDIIIT and LDVP (Fig. 4G, top). PP2B is a widely expressed serine/threonine phosphatase that acts on its protein substrates by the docking motifs PxIxIT and LxVP. Therefore, we performed co-immunoprecipitation to test the potential MICT1-PP2B interaction in HEK293 cells upon transfection with Myc-tagged PP2B and Flag-tagged MICT1. Immunoprecipitation of MICT1 followed by immunoblotting for PP2B, and vice versa, showed their interactions (Fig. 4G, bottom left). In addition, immunofluorescence imaging detected the 76 aa MICT1 to be colocalized with PP2B in HEK293 cells (Fig. 4G, bottom right). In addition, using brown adipose tissue from mice overexpressing Flag-tagged MICT1, immunoprecipitation of MICT1 followed by immunoblotting for PP2B shows their interaction in vivo (Fig. 4H). Overall, we conclude that MICT1 is a microprotein that is mainly found in the plasma membrane and can interact with PP2B.

### MICT1 potentiates PKA activity

So far, our study showed that MICT1 promotes thermogenesis in brown and in beige adipocytes in culture. We then detected MICT1 at the plasma membrane and MICT1 interaction with PP2B. In this regard, PP2B has been known to dephosphorylate RII at the plasma membrane. PP2B, through its interaction with a PKA binding protein, AKAP, allows RII dephosphorylation, causing its re-association with C subunit that limits PKA activation (Bock et al, 2021; Church et al, 2021). In fact, the dominant isoform of R subunit of PKA in BAT is RIIβ (Gold et al, 2011). Also, our RNA-seq analysis (Fig. EV3E) indicated that GPCR signaling pathway was the most downregulated pathway upon MICT1 ablation. 

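In the Reactome annotation the set of signaling by GPCR had 212 tested genes in the forskolin-treated cells, 61 lower and 84 higher in MICT1 KO with an adjusted p under 0.05 (limma-trend), and a median log2 fold change of 0.11. Its camera test with preset correlation pointed to higher expression without passing the threshold (adjusted p = 0.312), and fry passed it in the same direction (adjusted p = 0.000468). With each library left out in turn the median lay between 0.079 and 0.15. GPCR ligand binding had a median of 0.44 (23 lower and 37 higher of 80, camera adjusted p = 0.107), GPCR downstream signaling of 0.12 (43 lower and 61 higher of 157, camera adjusted p = 0.306) and Gαs signaling events of 0.012 (11 lower and 12 higher of 31, camera adjusted p = 0.898). Fry passed GPCR ligand binding and GPCR downstream signaling as higher (adjusted p = 0.000285 and 0.000931). For Gαs signaling events camera pointed to lower expression, and fry passed the threshold in that direction (adjusted p = 0.000981). At least 2-fold lower were 6 of its 31 genes (odds ratio 3.95, adjusted p = 0.161 from Fisher's exact test). Without control replicate 1, 2 or 3 GPCR ligand binding passed the threshold as a higher set (medians of 0.49, 0.53 and 0.44, camera adjusted p of 0.0304, 0.0251 and 0.0361), and over the 6 fits its adjusted p reached 0.201. The median of Gαs signaling events went from -0.088 without KO replicate 1 to 0.23 without control replicate 3.

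Ranked by camera, the citric acid cycle and respiratory electron transport stood at rank 1 of the 359 sets in the lower direction, metabolism of lipids and lipoproteins at rank 22 and insulin receptor signaling at rank 104. Ranked by the p of Fisher's exact test for genes at least 2-fold lower, among 826 sets, a list of 18 adipogenic genes came at rank 1 with 15 such genes, metabolism of lipids and lipoproteins at rank 3, GPCR ligand binding at rank 12, a list of G protein-coupled receptors at rank 23 (13 of 84, adjusted p = 0.0347 from Fisher's exact test) and signaling by GPCR at rank 42. In that list of 84 receptors, 28 were lower and 28 higher with an adjusted p under 0.05 (limma-trend), with a median log2 fold change of -0.048. That median was above 0 without control replicate 1 (0.069), 2 (0.078) or 3 (0.029) and without the filter on low values (0.12).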

Since MICT1 interacts with PP2B, which is known to dephosphorylate RII, and β_3_AR-cAMP-PKA is the critical signal pathway for thermogenesis, we tested whether MICT1 affects PKA activity. First, we overexpressed MICT1 in HEK293 cells that have minimal endogenous MICT1 and measured cAMP levels and PKA activity in cell extracts. As expected, treatment with forskolin increased cAMP levels in control cells. While MICT1 overexpression did not increase cAMP levels, PKA activity was greatly increased in cells overexpressing MICT1 (Fig. EV5A, left). H89, the PKA inhibitor, abolished PKA activity, verifying that the activity we measured was indeed PKA activity (Fig. EV5A, right). Similarly, MICT1 overexpressing cells compared to control cells had higher PKA activity upon CL-316,243 treatment (Fig. 5A). So far, we measured PKA activity in cell extracts. Next, we examined the changes in PKA activity in live cells. We utilized an excitation-ratiometric PKA activity reporter, ExRai-AKAR2, which modulates the peak excitation wavelength of cpEGFP in response to phosphorylation by PKA in live cells (Zhang et al, 2021; Zhang et al, 2022). While there was no difference in PKA activity in differentiated BAT cells in the basal condition, upon norepinephrine treatment, MICT1 overexpressing cells showed higher PKA activity in live cells, with PKA activity increasing by a much greater magnitude than control cells (Fig. 5B). We then treated the cells with H89 at the final time points. H89 treated cells showed a significantly decreased PKA activity in live cells, indicating that observed cpEGFP live cell imaging indeed represented PKA activity.

**Figure 5:**
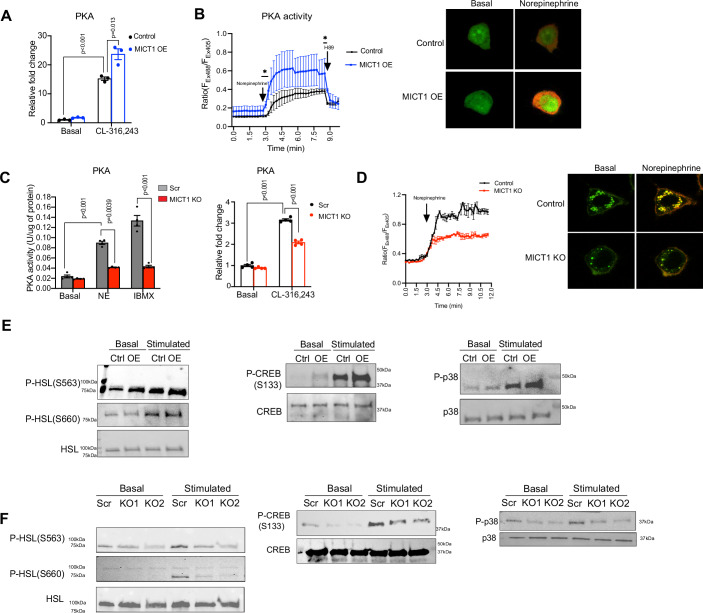
MICT1 potentiates PKA activity. (**A**) PKA activity measured in the basal condition or after CL-316,243 treatment (*n* = 3, *P* < 0.0001). (**B**) Time course of PKA activity in live control and MICT1 OE HEK cells transfected with ExRai-AKAR2 plasmid (*n* = 3–4). (Right) Representative cell images of ExRai-AKAR2 response in the control or MICT1 OE cells in the basal or FSK-stimulated conditions. (**C**) PKA activity measured in MICT1 KO cells under various treatments: NE or IBMX treatments (Left, *n* = 4, Scr+NE: *P* = 0.0002, MICT1 KO + NE: *P* = 0.0039, MICT1 KO + IBMX: *P* < 0.0001) or CL-316,243 (Right) (*n* = 4, Control+CL-316,243: *P* < 0.0001, MICT1 KO + CL-316,243: *P* < 0.0001). (**D**) (Left) Time course of PKA activity in live Scr and MICT1 KO cells were transduced with ExRai-AKAR2 lentivirus (*n* = 3). (Right) Representative cell images of ExRai-AKAR2 response in Scr or MICT1 KO cells in the basal or FSK-stimulated conditions. (**E**) Lysates from differentiated control or MICT1 OE BAT cells in the basal and FSK-stimulated conditions were subjected to IB for P-HSL (S563 and S660), P-CREB (S133), and P-p38. (**F**) Lysates from Scr and MICT1 KO cells in the basal and FSK-stimulated conditions used for IB for P-HSL (S563 and S660), P-CREB (S133), and P-p38. Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test. See also Fig. EV5.

**Figure EV5:**
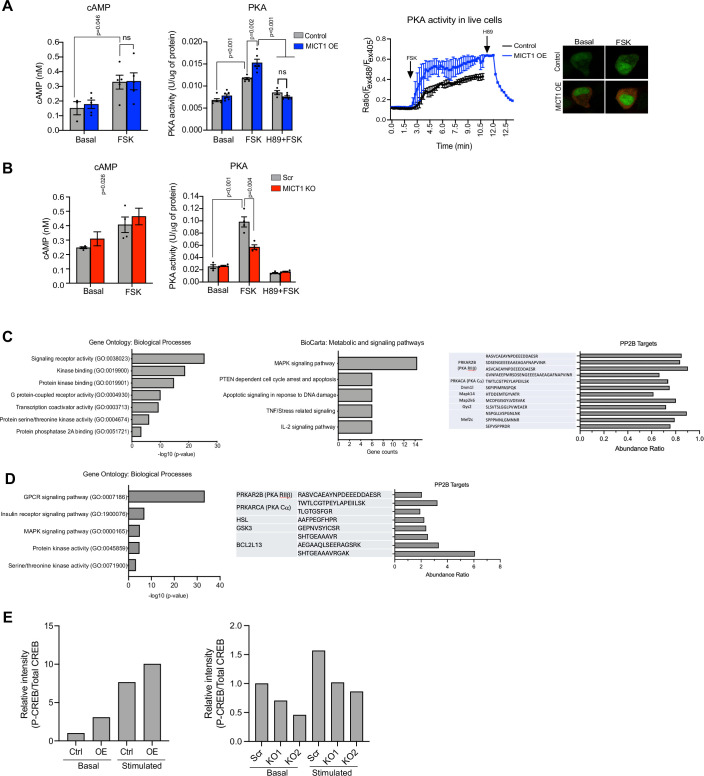
MICT1 potentiates PKA activity. (**A**) (Left) Control and MICT1OE in differentiated BAT cells. cAMP levels and PKA activity were measured in the basal condition or after FSK treatment. Cell permeable H89 was used to verify PKA activity (*n* = 4, Control+FSK: *P* = 0.0001, MICT1 OE + H89 + FSK: *P* = 0.0001). (Right) AKAR images of MICT1 OE cells that were treated with FSK. (**B**) Differentiated Scr or MICT1 KO-pools were used to measure cAMP levels and PKA activity in the basal condition or after FSK treatment (*n* = 4, Scr+FSK: *P* < 0.0001). (**C**) Phosphoproteomics analysis of MICT1-CRISPR KO brown adipocytes that were treated with FSK. (Left) Gene Ontology and pathway analysis by BioCarta indicate that PKA pathway is the top signaling pathway affected by MICT1 ablation. (Right) Known PP2B targets with significantly decreased phosphorylation abundance ratio and annotated sequences. (**D**) Phosphoproteomics analysis of MICT1 OE brown adipocytes that were treated with CL-316,243. (Left) Gene Ontology GPCR signaling pathway is the top signaling pathway affected by MICT1 overexpression. (Right) Known PP2B targets with significantly increased phosphorylation abundance ratio and annotated sequences. (**E**) P-CREB protein quantification for MICT1 OE (left) and MICT1-KO pools (right). Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test.

Next, we employed MICT1 knockout cells to examine cAMP and PKA activity. MICT1 knockout cells had significantly lower PKA activity, especially in the stimulated condition, while there were no differences in cAMP levels between MICT1 knockout and control cells (Fig. EV5B). We also measured PKA activity in brown adipocytes that were treated with norepinephrine. As expected, both norepinephrine and CL-316-243 treatment of control BAT cells significantly increased PKA activity. Similarly, control cells treated with IBMX, a phosphodiesterase inhibitor to increase cAMP levels, also showed an increase in PKA activity. More importantly, norepinephrine, IBMX, or CL-316,243 treatment of MICT1 knockout cells resulted in significantly lower PKA activity when compared with control cells treated with the same agents (Fig. 5C). Furthermore, ratiometric PKA activity measurement in live MICT1 knockout cells, compared to the control cells, showed a severely lower PKA activity in the stimulated condition in these live cells (Fig. 5D).

As we detected clear evidence for the potentiation of PKA activity by MICT1, we next examined phosphorylation status of PKA targets, such as CREB (S133) and HSL (S563, S660). As expected, phosphorylation of these PKA targets was increased when differentiated BAT cells were treated with forskolin for 15 min. More importantly, MICT1 overexpression in BAT cells further increased phosphorylation of CREB (S133), HSL (S563, S660) and p38 (T180, Y182), upon forskolin stimulation (Figs. 5E and EV5D, left). Conversely, we detected significantly lower phosphorylation of HSL (S563, S660), CREB (S133), p38 (T180, Y182) in MICT1 knockout cells compared to control BAT cells in both basal and stimulated conditions, demonstrating the impact of MICT1 on phosphorylation of PKA target proteins in brown adipocytes upon MICT1 ablation (Figs. 5F and EV5D, right). To understand changes in protein phosphorylation at the global level, we also performed phosphoproteomic analysis using control Scr and MICT1 knockout brown adipocytes treated with forskolin. MICT1 ablation decreased phosphorylation of proteins downstream of PKA signaling, including PRKAR2B, PRKACA, and MAPK14. Gene Ontology and the pathway analysis also indicated that the major pathway which was decreased most significantly by MICT1 ablation was the PKA pathway (Fig. EV5C, left). Specifically, we found significantly lower phosphorylation of PRKAR2B, PRKARCA, MAPK14, and MAP2K6, as well as other known PP2B downstream targets, including DNML1, GYS2, and MEF2C (Fig. EV5C, right). Furthermore, phosphoproteomic analysis using control and MICT1 overexpressing brown adipocytes resulted in increased phosphorylation of those proteins known to be downstream targets of PKA signaling, such as PRKAR2B, PRKARCA, and HSL, as well as other PP2B downstream targets, including GSK3 and BCL2L13 (Fig. EV5D). Overall, our results demonstrate that MICT1 potentiates PKA activity to promote phosphorylation of PKA targets in brown adipocytes.

### Plasma membrane MICT1-PP2B interaction controls RIIβ dephosphorylation in potentiating PKA activity for thermogenesis

So far, we found that MICT1 potentiates PKA activity to promote thermogenesis. We also found that MICT1 interacts with PP2B at the plasma membrane (Fig. 4G). We next tested whether MICT1-PP2B interaction affects RIIβ phosphorylation for MICT1 potentiation of PKA activity to promote thermogenesis.

First, we examined whether PP2B is required for MICT1 potentiation of PKA activity by using small molecular inhibitor of PP2B, FK506. To this end, we treated BAT cells with FK506 and measured PKA activity in the presence or absence of MICT1. As expected, we observed considerably higher PKA activity in MICT1 overexpressing brown adipocytes compared to control cells stimulated with forskolin treatment. More importantly, when the cells were pretreated with FK506, the enhanced PKA activity in forskolin-stimulated MICT1 overexpression was mitigated (Fig. 6A, left), demonstrating that MICT1 functions through PP2B. Similarly, PP2B knockdown using shRNA lentivirus targeting PP2B also mitigated the increase in CL-316,243 stimulated PKA activity upon MICT1 overexpression (Fig. EV6A). Moreover, in MICT1 overexpressing BAT cells, we detected increased RIIβ phosphorylation by immunoblotting using Phospho-specific RIIβ (S112) antibody (Fig. 6A, right). However, this enhanced RIIβ phosphorylation was mitigated upon knockdown of PP2B in MICT1 overexpressing cells (Fig. EV6B). Additionally, when human MICT1 was overexpressed in human beige adipocytes, PKA activity was significantly higher than that in control beige adipocytes. This increase in PKA activity was abolished in cells pretreated with FK506 (Fig. 6b). Conversely, MICT1 knockout cells compared to control BAT cells showed lower PKA activity upon stimulation, and FK506 pretreatment or PP2B KD prevented this decrease in PKA activity (Figs. 6C and EV6D). Immunoblotting for Phospho-RIIβ showed significantly decreased PKA RIIβ phosphorylation in MICT1 knockout cells in both basal and the forskolin-stimulated conditions (Fig. 6C, middle, Fig. EV6D), while total and Phospho-PKA RIIα levels remained unchanged (Fig. EV6E). Next, to examine whether MICT1 ablation affects the PP2B-RIIβ interaction, we used MICT1 knockout cells and control cells to perform co-immunoprecipitation. After immunoprecipitation with PP2B, we detected higher RIIβ protein levels in MICT1 knockout cells, demonstrating that MICT1 ablation increases RIIβ-PP2B interaction, thereby increasing dephosphorylation of RIIβ (Fig. 6c, right, Fig. EV6f). These results demonstrate the requirement of PP2B for the MICT1’s impact on PKA activity by affecting PKA RIIβ phosphorylation.

**Figure 6:**
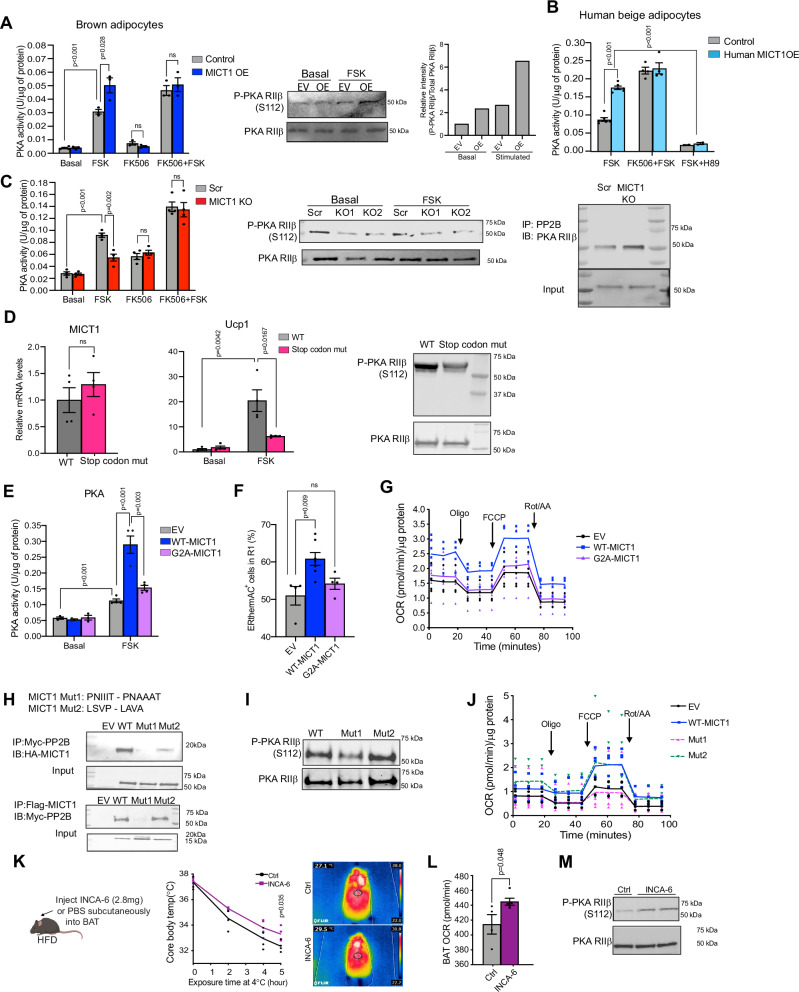
Plasma membrane MICT1-PP2B interaction controls RIIβ dephosphorylation for potentiation of PKA activity and thermogenesis. (**A**) Control or MICT1 OE BAT cells were treated with FK506, a PP2B inhibitor. (Left) PKA activity was measured in the basal and FSK-treated conditions (*n* = 3, Control+FSK: *P* < 0.0001). (Right) IB of MICT1 OE BAT cells using antibody for P-PKA RIIβ (S112). (**B**) MICT1 OE human beige adipocytes were treated with FK506. PKA activity was measured in the basal and FSK-treated conditions (*n* = 4, MICT1 OE + FSK: *P* < 0.0001, MICT1 OE + FSK + H89: *P* < 0.0001). (**C**) Scr or MICT1 KO cells treated with FK506. (Left) PKA activity was measured in the basal and FSK-treated conditions (*n* = 4, Scr FSK: *P* < 0.0001). (Middle) IB of MICT1 KO cells using P-PKA RIIβ (S112) antibody. (Right) IB for PKA RIIβ after IP using PP2B antibody in MICT1 KO cell lysates. (**D**) (Left) RT-qPCR for MICT1 and Ucp1 in HEK293FT cells transfected with MICT1 that had a stop codon inserted at the beginning of MICT1 gene (*n* = 4, WT + FSK Ucp1: *P* = 0.0042, Stop codon mut+FSK: *P* = 0.0167). (Right) IB for P-PKA RIIβ of HEK293FT cells overexpressing WT-MICT1 or MICT1 Stop codon mut. (**E**) BAT cells transfected with either EV, WT-MICT1 or G2A-MICT1 mutant constructs were differentiated to brown adipocytes. On Day 6, lysates were used to measure PKA activity in the basal and FSK-treated conditions (*n* = 4, EV + FSK: *P* = 0.0007, WT + FSK: *P* = 0.0007). (**F**) FACS analysis for ERthermAC in BAT cells transfected with either EV, WT-MICT1 or G2A-MICT1 (*n* = 4). (**G**) OCR measured in BAT cells overexpressing WT-MICT1 and G2A-MICT1 by using Seahorse XFe24 Analyzer. (**H**) Two consensus PP2B binding sequences of MICT1 (PNIIIT and LSVP) were mutated to PNAAAT and LAVA, respectively. IB using Flag antibody for MICT1 after IP with Myc antibody for PP2B using lysates from HEK293FT cells transfected with Myc-PP2B and various Flag-MICT1 mutant constructs. IP with Flag antibody for MICT1, followed by IB with Myc antibody for PP2B for a reverse CoIP. (**I**) IB for P-PKA RIIβ of BAT cells overexpressing WT-MICT1 or Flag-MICT1 mutant constructs. (**J**) OCR measured in BAT cells overexpressing WT-MICT1, Mut1 or Mut2 by using Seahorse XFe24 Analyzer. (**K**) Experimental design of INCA-6 injection study. Core body temperature measured at 4 °C at indicated time points (hrs) (*n* = 4). Infrared thermography of BAT after 4 h of cold exposure at 4 °C. (**L**) OCR measured in BAT using Seahorse XFe24 Analyzer (*n* = 4). (**M**) IB of INCA-6 injected BAT lysates using P-PKA RIIβ (S112) antibody. Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test. See also Fig. EV6.

**Figure EV6:**
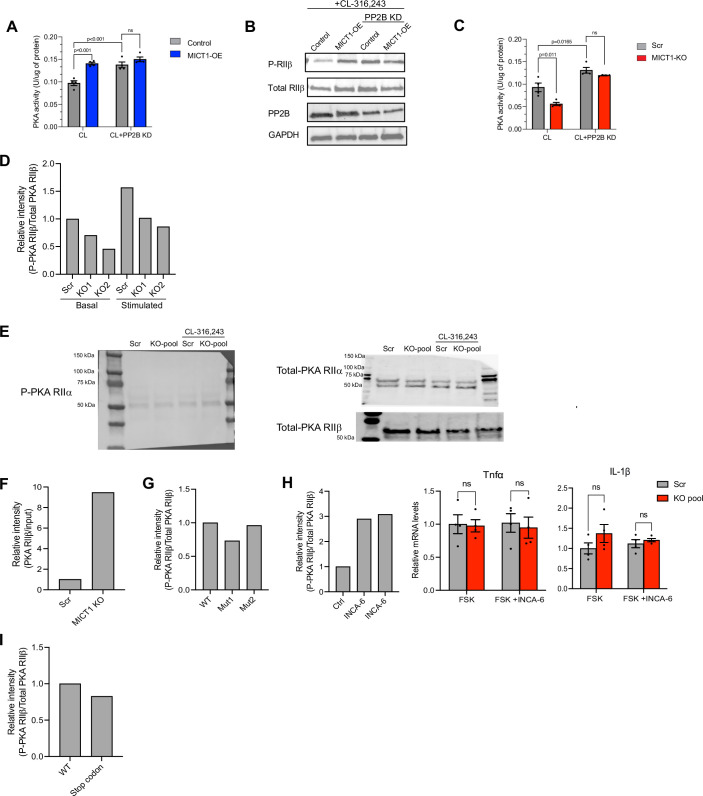
Plasma membrane MICT1-PP2B interaction controls RIIβ dephosphorylation for potentiation of PKA activity and thermogenesis. (**A**) PKA activity (*n* = 4, MICT1 OE + CL: *P* = 0.0004, Control+CL + PP2B KD: *P* < 0.0004) and (**B**) IB of CL-316,243 stimulated control and MICT1 OE brown adipocytes with or without PP2B. (**C**) PKA activity of CL-316,243 stimulated Scr and MICT1 KO brown adipocytes with or without PP2B KD (*n* = 4). (**D**) P-PKA RIIβ protein quantification for MICT1 OE (left) and MICT1-KO pools (right). (**E**) IB of MICT1-CRISPR KO brown adipocytes that were treated with CL-316,243. (**F**) Total-PKA RIIβ protein quantification for Scr and MICT1-KO pool lysates that were pulled down with PP2B antibody. (**G**) P-PKA RIIβ protein quantification for MICT1 mutants. (**H**) (Left) P-PKA RIIβ protein quantification for INCA-6 injected BAT lysates. (Right) RT-qPCR for IL-1β and Tnfα in FSK-stimulated MICT1-KO BAT cells that were treated with vehicle or INCA-6 (5μM) for 1 h (*n* = 4). (**I**) P-PKA RIIβ protein quantification for MICT1 with stop codon mutation. Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test.

Although we clearly demonstrate MICT1 functions by interacting with PP2B, given the potential that a transcript could function not only as an mRNA but also as a regulatory RNA, we inserted a stop codon at the beginning of MICT1 gene (Stop codon mutant) to test the possibility of MICT1 functioning as an RNA for brown adipocyte thermogenesis. We overexpressed MICT1 Stop codon mutant and MICT1 in differentiated BAT cells. When treated with forskolin, BAT cells expressing MICT1 Stop codon mutant showed significantly lower Ucp1 mRNA levels compared to MICT1 overexpressing cells (Fig. 6D, left). In addition, while MICT1 overexpression clearly showed increased Phospho-PKA RIIβ upon forskolin treatment, MICT1 Stop codon mutant overexpression did not, verifying that potentiation of PKA activity by MICT1 was not due to MICT1 RNA acting as a regulatory RNA (Fig. 6D, right, Fig. EV6I).

Next, to examine whether membrane localization of MICT1 is required for its potentiation of PKA activity, we compared PKA activity in BAT cells expressing MICT1 and myristoylation-defective G2A-MICT1. Indeed, unlike plasma membrane bound MICT1, cytosolic G2A-MICT1 did not affect PKA activity nor could G2A-MICT1 increase heat production or OCR (Fig. 6E–G). Thus, myristoylation of MICT1 and thus plasma membrane localization is required for its promotion of thermogenesis. Next, as we found above that MICT1 can interact with PP2B and, since PP2B substrates commonly employ one of the two motifs, PxIxIT and LxVP, to dock PP2B, we examined which one of the PP2B binding motifs of MICT1 is necessary for the MICT1-PP2B interaction. We mutated each of the putative PP2B interaction domains, PNIIIT to PNAAAT (Mutant 1) and LSVP to LAVA (Mutant 2). HEK293 cells were transfected with Myc-PP2B and MICT1, or MICT1 mutants. Co-immunoprecipitation showed that the MICT1-PP2B interaction was significantly ablated when PNIIIT motif of MICT1 was mutated, while LSVP motif mutation still showed strong interaction, indicating that MICT1 interacts with PP2B through its PNIIIT motif (Fig. 6H). Moreover, immunoblotting showed that, while MICT1 and MICT1 Mutant 2 had comparable Phospho-RIIβ, MICT1 Mutant 1 had greatly lower Phospho-RIIβ (Figs. 6I and EV6G). In addition, we tested whether binding to PP2B via PNIIIT motif affects thermogenesis as well as PKA RIIβ phosphorylation in differentiated brown adipocytes. We measured OCR to test the functional outcome of the reduced binding to PP2B. Overall, we detected reduced OCR only by MICT1 Mutant 1, but not MICT1 Mutant 2 (Fig. 6J). Overall, these results show MICT1 interacts with PP2B via its PNIIIT motif for modulation of PKA activity through affecting RIIβ phosphorylation in promotion of thermogenesis.

We next employed INCA-6 that specifically acts on the PxIxIT motif and blocks at the substrate recognition site (Roehrl et al, 2004) by administering in mice in vivo. We administered either saline or INCA-6 to high-fat diet (HFD) fed mice via direct injection into brown adipose tissue (Fig. 6K, left). At 4 °C, INCA-6-treated mice had higher core body and brown adipose tissue temperatures, demonstrating significantly improved thermogenic capacity, as well as increased OCR in brown adipose tissue (Fig. 6K,L). Moreover, INCA-6 injected mice had significantly increased RIIβ phosphorylation (Fig. 6M, Fig. EV6H, left). Because PP2B is known to dephosphorylate NFAT to increase transcription of inflammatory genes, we examined and found that PP2B inhibition by INCA-6 did not alter expression of inflammatory factors in differentiated brown adipocytes (Fig. EV6H, right).

All together, we conclude that MICT1 functions as a microprotein by localizing at the plasma membrane for interaction with PP2B through its PNIIIT motif to potentiate PKA activity by affecting phosphorylation of RIIβ to promote thermogenesis.

### Overexpression of MICT1 in brown adipose tissue in mice promotes thermogenesis, mitigating obesity and insulin resistance

In order to demonstrate physiological significance of MICT1, we generated MICT1 transgenic mice harboring the LoxP-STOP-LoxP cassette inserted at the 5’ of MICT1 to overexpress by UCP1 Cre-mediated excision of the stop codon. In these mice overexpressing MICT1 in brown adipose tissue (MICT1-BSOE), MICT1 mRNA levels were higher by 6-fold in brown adipose tissue but not in other tissues (Fig. 7A). MICT1 protein levels also were higher significantly in brown adipose tissue of MICT1-BSOE mice (Figs. 7B and EV7A). MICT1-BSOE mice compared to wild type littermates had increased expression of UCP1 at mRNA and protein levels (Figs. 7B and EV7B). Other thermogenic genes, such as Tfam, Pgc1α, Cox8b, Elovl3, and CideA were also induced in BAT, while expression of adipogenic markers, such as Pparγ, Fabp4, C/ebpβ, and AdipoQ were not affected (Fig. EV7A). We next subjected these mice to acute cold exposure at 4 °C to examine their thermogenic capacity. Upon 3 h of cold challenge, MICT1-BSOE mice had higher core body temperature by 3 °C compared to wild-type littermates (Fig. 7C, left). The differences in core body temperature were even greater after 4 h of cold challenge. Indeed, upon cold exposure, brown adipose tissue of MICT1-BSOE mice displayed about 2 °C higher temperature than that of WT littermates detected by infrared thermography (Fig. 7C, right). Similarly, female MICT1-BSOE mice exhibited significantly higher cold tolerance with higher UCP1 protein levels (Fig. EV7C). Considering the increased thermogenic capacity in MICT1-BSOE mice, we explored the role of MICT1 on energy balance by indirect calorimetry using CLAMS. The MICT1-BSOE mice had significantly higher OCR during nights at room temperature (23 °C) and cold ambient temperature (4 °C) than wild type littermates (Fig. 7D). We next tested whether changes in respiratory activity in whole body OCR of these mice was contributed by changes in energy expenditure from brown adipose tissue. Brown adipose tissue excised from MICT1-BSOE mice had significantly higher OCR, as measured by Seahorse assay, evidence of contribution by brown adipose tissue to the enhanced whole-body metabolic activity (Fig. 7E).

**Figure 7:**
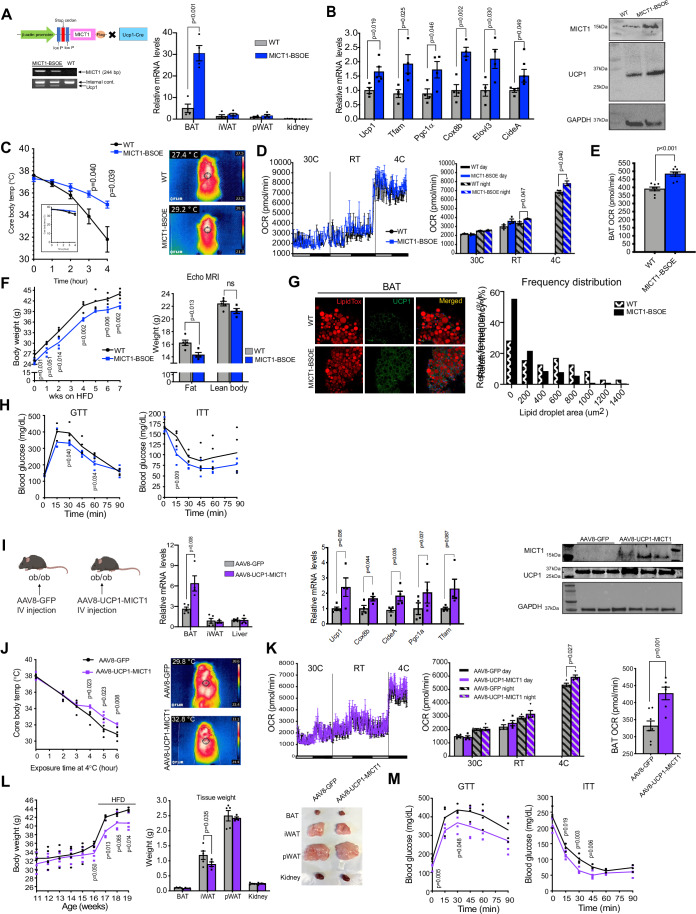
MICT1 overexpression in BAT in mice promotes thermogenesis, preventing obesity and insulin resistance. (**A**) (Left) Schematic diagram of the strategy used to generate BAT-specific MICT1 conditional OE mice. PCR genotyping of the mice: Top, MICT1 allele; bottom, UCP1-Cre. (Right) RT-qPCR for MICT1 in BAT, iWAT, pWAT, and kidney from WT and MICT1-BSOE mice (*n* = 4, BAT: *P* < 0.0001). (**B**) (Left) RT-qPCR for thermogenic genes in BAT from MICT-BSOE mice (*n* = 4). (Right) IB for MICT1 and UCP1 in BAT from MICT1-BSOE mice. (**C**) Core body temperature measured in 14-wks-old mice at 4 °C at indicated time points (*n* = 5). Infrared thermography of BAT after 6 h of cold exposure at 4 °C. (**D**) Whole body VO_2_ assayed in WT and MICT1-BSOE mice, housed at indicated ambient temperatures by indirect calorimetry using CLAMS (*n* = 5). (**E**) OCR measured in BAT of WT and MICT1-BSOE mice using Seahorse XFe24 Analyzer (*n* = 8, *P* = 0.0001). (**F**) Body weights of WT and MICT1-BSOE mice on HFD for 7 wks and body composition assessed by EchoMRI (*n* = 4). (**G**) (Left) Whole-mount immunostaining of UCP1 (green) and LipidTox (red) in BAT of 24-week-old mice on HFD for 8 wks. (Right) Frequency distribution of lipid droplet areas in BAT. (**H**) GTT and ITT of WT and MICT1-BSOE mice on HFD (*n* = 4). (**I**) (Left) Schematic diagram of the experiment design that 10-wk-old ob/ob mice injected intravenously with control, AAV8-GFP or AAV8-UCP1-MICT1 for MICT1 OE in UCP1^+^ cells. Mice were on HFD starting at 16.5 wks-old. (Right) RT-qPCR for MICT1 in BAT, iWAT, and liver of AAV8-UCP1-MICT1 mice and control mice (*n* = 4), RT-qPCR for thermogenic genes in BAT, and IB for MICT1 and UCP1 in BAT from mice (*n* = 4). (**J**) Core body temperature measured at 4 °C at indicated time points (*n* = 4). Infrared thermography of BAT after 6 h of cold exposure at 4 °C. (**K**) (Left) Whole body VO_2_ assayed in AAV8-UCP1-MICT1 mice and control mice housed at indicated temperatures by indirect calorimetry using CLAMS (*n* = 4). (Right) OCR measured in BAT using Seahorse XFe24 Analyzer. (**L**) Body weights and tissue weights of AAV8-UCP1-MICT1 mice and control mice (*n* = 4–5). (**M**) GTT and ITT of AAV8-UCP1-MICT1 mice and control mice on HFD (*n* = 4). Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test. See also Fig. EV7.

**Figure EV7:**
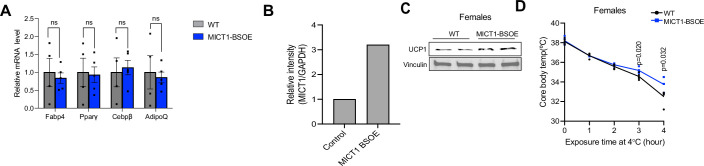
MICT1 overexpression in BAT in mice promotes thermogenesis, preventing obesity and insulin resistance. (**A**) RT-qPCR for adipogenic genes in BAT of WT and MICT1-BSOE mice (*n* = 4). (**B**) MICT1 protein quantification for MICT1-BSOE mice. (**C**) IB for MICT1 and UCP1 in BAT from MICT1-BSOE and control female mice. (**D**) Core body temperature measured in 13-wk-old female mice at 4 °C at indicated time points (*n* = 4). Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test.

Reflecting enhanced energy expenditure, MICT1-BSOE mice were leaner than control wild-type littermates even on a chow diet and after 7 weeks (wks) and lighter by 4 g compared to the WT littermates on HFD (Fig. 7F, left). The body composition analysis by EchoMRI showed that MICT1-BSOE mice had smaller fat mass without changes in lean mass, and the weight gain was primarily accounted by adipose accumulation (Fig. 7F, right). Upon HFD, MICT1-BSOE mice had smaller lipid droplets in brown adipose tissue compared to WT, in which more than nearly 60% of lipid droplets were less than 200 µm^2^, probably for more efficient lipolysis to release fatty acids for binding to UCP1 and fueling thermogenesis in the mitochondria. These mice also had increased UCP1 protein levels shown by whole mount immunostaining of BAT (Fig. 7G). In addition, blood glucose levels of MICT1-BSOE mice were significantly lower during glucose tolerance test (GTT), and they had improved insulin sensitivity by insulin tolerance test (ITT) (Fig. 7H). Overall, these results demonstrate that overexpression of MICT1 in Ucp1^+^ cells protects these mice from diet-induced obesity and insulin resistance via increasing thermogenesis and energy expenditure.

Since MICT1 increases thermogenesis, we also tested whether MICT1 can rescue insulin resistance and adiposity of genetically obese mice using adeno-associated viral (AAV) vectors. Ob/ob mice at 10 wks of age were administered intravenously with 5 × 10^11^ viral genomes of serotype 8 AAV vectors encoding either GFP or MICT1 coding sequence, whose expression was under the control of the UCP1 promoter (AAV8-GFP or AAV8-UCP1-MICT1). Following AAV administration, mice were maintained on chow followed by 4 wks of HFD, and body weights and metabolic measurements were monitored. AAV8-UCP1-MICT1 treated mice showed overexpression of MICT1 by mRNA and protein levels in BAT, while other tissues, such as WAT and liver, were not affected (Fig. 7I). They also had significantly higher Ucp1 mRNA and protein levels, as well as other thermogenic genes (Fig. 7I). Furthermore, AAV8-UCP1-MICT1 mice showed higher core body temperature and brown adipose tissue temperature detected by infrared thermography imaging of brown adipose tissue region when exposed to 4 °C (Fig. 7J). Their whole-body OCR by CLAMS also was higher upon cold exposure, while not significantly different at ambient temperature and thermoneutrality (Fig. 7K, left). Indeed, the enhanced energy expenditure upon cold exposure was contributed by significantly higher OCR from brown adipose tissue, measured by Seahorse assay using excised brown adipose tissue pieces (Fig. 7K, right). With increased thermogenic capacity and energy expenditure, AAV8-UCP1-MICT1 ob/ob mice were significantly leaner by more than 3 g than the control mice, with significantly smaller iWAT mass especially upon HFD feeding (Fig. 7l). In addition, blood glucose levels of AAV8-UCP1-MICT1 ob/ob mice were significantly lower during GTT and had improved insulin sensitivity by ITT (Fig. 7M). Together, we conclude that MICT1 promotes thermogenesis and enhances energy expenditure in mice and can reduce adiposity and improve insulin sensitivity in obesity.

### MICT1 ablation in brown adipose tissue in mice reduces thermogenic capacity to gain adiposity and insulin resistance

To further examine the role of MICT1 in vivo, we performed MICT1 ablation in UCP1^+^ cells in mice. We first generated MICT1 floxed mice by inserting two LoxP sites flanking exon 2 of MICT1 via CRISPR-Cas9 system. Germline transmitted floxed mice were crossed with UCP1-Cre mice to generate Ucp1^+^ cell ablation of MICT1 in mice (MICT1-BSKO). In addition to genotyping, we also confirmed that MICT1 mRNA levels were lower by 80% in brown adipose tissue (Fig. 8A). Similarly, MICT1 protein levels were significantly lower in brown adipose tissue of MICT1-BSKO mice, which was accompanied by a 60% reduction in UCP1 mRNA levels and other thermogenic genes. UCP1 protein levels also were drastically reduced in brown adipose tissue of MICT1-BSKO mice (Fig. 8B). However, we did not detect significant differences in expression of adipogenic markers, such as Pparγ, Fabp4, C/ebpβ, and AdipoQ (Fig. EV8A).

**Figure 8:**
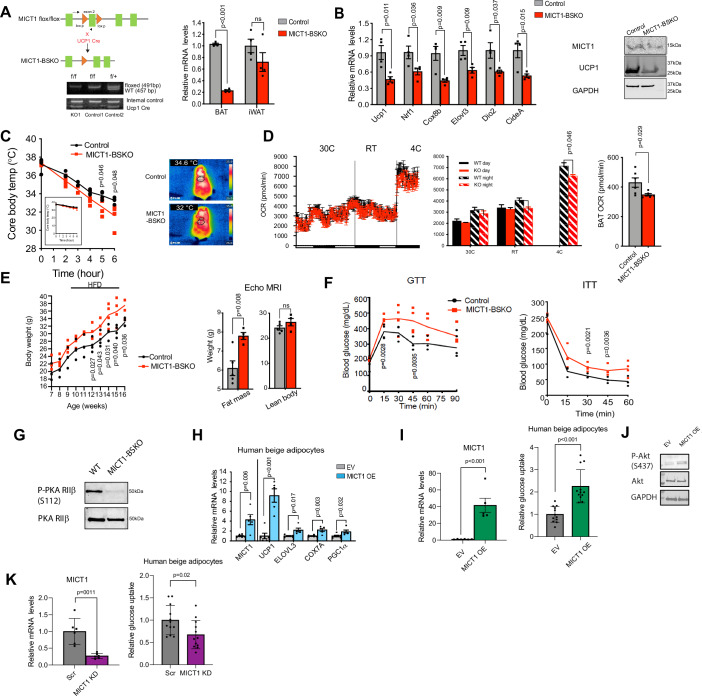
MICT1 ablation in BAT in mice reduces thermogenic capacity to gain adiposity. (**A**) (Left) Schematic diagram of the strategy used to generate BAT-specific MICT1 conditional KO mice. PCR genotyping of the mice: Top, MICT1 allele and floxed allele; bottom, UCP1-Cre. (Right) RT-qPCR for MICT1 in BAT and iWAT from MICT1-BSKO and control mice (*n* = 4, BAT: *P* < 0.0001). (**B**) (Left) RT-qPCR for thermogenic genes in BAT from MICT-BSKO mice (*n* = 4). (Right) IB for MICT1 and UCP1 in BAT from MICT1-BSKO mice. (**C**) Core body temperature measured in 13-wks-old mice at 4 °C at indicated time points (*n* = 4). Infrared thermography of BAT after 3 h of cold exposure at 4 °C. (**D**) (Left) Whole body VO_2_ assayed in WT and MICT1-BSKO mice housed at indicated temperatures by indirect calorimetry using CLAMS (*n* = 4). (Right) OCR measured in BAT of control and MICT1-BSKO mice using Seahorse XFe24 Analyzer. (**E**) Body weights of control and MICT1-BSKO mice on HFD from 10-wks old and body composition assessed by EchoMRI (*n* = 4). (**F**) GTT and ITT of MICT1-BSKO mice and control littermates on HFD (*n* = 4). (**G**) IB of P-PKA-RIIβ and total PKA RIIβ of BAT lysates from WT or MICT1-BSKO mice. (**H**) RT-qPCR for indicated genes in human beige adipocytes transduced with EV or human MICT1 lentiviruses for OE on Day 4 of differentiation (*n* = 5, UCP1: *P* = 0.0002). (**I**) RT-qPCR of MICT1 (*n* = 5, *P* < 0.0001) and glucose uptake rate of human beige adipocytes transduced with EV or human MICT1 lentiviruses (*n* = 12, *P* < 0.0001). (**J**) IB of EV or MICT1 OE human beige adipocyte lysates using P-Akt and total Akt antibodies. (**K**) RT-qPCR of MICT1 (*n* = 6, *P* = 0.0011) and glucose uptake rate of human beige adipocytes transduced with Scr or human MICT1 shRNA lentiviruses (*n* = 12). Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test. See also Fig. EV8.

**Figure EV8:**
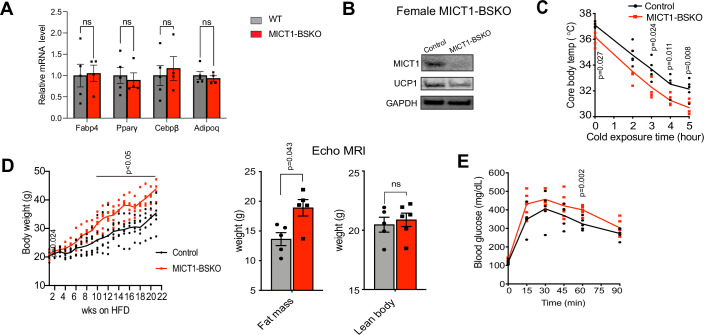
MICT1 ablation in BAT in mice reduces thermogenic capacity to gain adiposity. (**A**) RT-qPCR for adipogenic genes in BAT of WT and MICT1-BSKO mice (*n* = 4). (**B**) IB for MICT1 and UCP1 in BAT from MICT1-BSKO and control female mice. (**C**) Core body temperature measured in 13-wk-old female mice at 4 °C at indicated time points (*n* = 4 mice per group). (**D**) Body weights and body composition assessed by EchoMRI of control and MICT1-BSKO female mice on HFD (*n* = 6). (**E**) GTT of MICT1-BSKO female mice (*n* = 5). Data is expressed as means ± standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student’s *t* test.

Next, to study the physiological outcome from decreased UCP1 and other thermogenic gene expression, we subjected the MICT1-BSKO mice to acute cold exposure at 4 °C. After 5 h of cold exposure, the MICT1-BSKO mice were significantly less cold-intolerant compared to control mice (Fig. 8C, left). Moreover, the brown adipose tissue of MICT1-BSKO mice displayed markedly lower temperature compared to that of control mice upon 6 h of cold exposure, assessed by infrared thermography (Fig. 8C, right). These results clearly demonstrate that MICT1-BSKO mice had impaired thermogenic capacity with lower UCP1 expression in brown adipose tissue. We further assessed the functional consequences of loss of MICT1 in UCP1^+^ cells on energy balance. Indeed, the MICT1-BSKO mice showed a significantly lower OCR compared to control mice at all temperatures at night and showed an even greater OCR reduction at 4 °C, while locomotive activity and food intake were similar (Fig. 8D, left). By using Seahorse XFe24, we found a significantly lower OCR in brown adipose tissue isolated from MICT1-BSKO mice, an indication of brown adipose tissue contribution to changes in whole-body energy expenditure (Fig. 8D, right). Reflecting the impairment of thermogenesis and energy expenditure, MICT1-BSKO mice displayed significantly higher body weight compared to control mice on HFD. The body composition analysis by EchoMRI showed that MICT1-BSKO mice had increased fat mass without changes in lean mass (Fig. 8E), demonstrating that the weight gain was primarily accounted by adipose accumulation. In addition, MICT1-BSKO mice on HFD had significantly higher blood glucose levels during glucose tolerance test and had impaired insulin sensitivity (Fig. 8F). We obtained similar results with female MICT1-BSKO mice (Fig. EV8A–D). Further, MICT1 KO compared to WT mice showed a greatly lower RIIβ phosphorylation in brown adipose tissue (Fig. 8G). We conclude that MICT1 is essential for robust thermogenesis by inducing UCP1 and other target genes, likely through potentiated PKA activity.

Since we found MICT1 promotes thermogenesis and enhances insulin sensitivity in mice, we next investigated effect of MICT1 in human beige adipocytes capable of thermogenesis. Cells derived from human mesenchymal stem cells that were differentiated into adipocytes were treated with beiging agents. These beige adipocytes were transduced with human MICT1 lentivirus to test whether MICT1 overexpression can enhance thermogenic capacity. Indeed, MICT1 overexpression induced *UCP1* gene expression by 8-fold compared to control empty vector transduced cells. Expression of other thermogenic genes, such as *ELOVL3*, *COX7A*, and *PGC1α*, was also significantly higher upon MICT1 overexpression (Fig. 8H). Further, MICT1 overexpressing human beige adipocytes exhibited increased glucose uptake rate (Fig. 8I). Immunoblotting showed significantly increased Phospho-Akt (Fig. 8J). Conversely, human beige adipocytes transduced with lentivirus containing the shRNA targeting human MICT1 greatly lowered glucose uptake rate (Fig. 8K). Together, these data show that MICT1 promotes thermogenic gene expression and can improve insulin sensitivity in human beige adipocytes.

## Discussion

Microproteins are a rapidly expanding class of peptides/small proteins that utilize short sequences of 2–4 aa to bind large protein complexes and regulate biological processes. Although they make up a sizable fraction of the proteome, there are no known microproteins that affect thermogenesis. We found C16orf74 (MICT1) to be an unknown microprotein most highly expressed only in brown adipose tissue, compared to all other tissues, a depot known to be associated with improvements in insulin sensitivity. Notably, GWAS database indicated that MICT1 has SNPs associated with Type 2 diabetes. However, C16orf74 has been described to be elevated in pancreatic cancer, but no function in thermogenesis has been reported (Kushibiki et al, 2020; Nakamura et al, 2017). While downstream factors of the β_3_-AR-PKA signaling pathway have been well studied for activation of thermogenesis during β3-adrenergic stimulation and cold-exposure, there is paucity of information on how β_3_-AR-PKA signaling may be modulated during thermogenesis. Here, we identify for the first time a microprotein critical for thermogenesis. We demonstrate MICT1 (C16orf74) as a cold-induced microprotein that is specifically found in brown adipocytes and interacts with PP2B to potentiate PKA activity to promote thermogenesis.

Our study demonstrates that MICT1 interacts with PP2B to increase PKA activity by augmenting phosphorylation and expression of PKA downstream targets for thermogenesis. Here, we dissected the specific step at which MICT1 impacts β_3_-AR-PKA signaling. cAMP binding to R subunit of PKA holoenzyme causes release and activation of C. The RII isoform can be dephosphorylated by phosphatases, such as PP2B, to enable the recapture of C to limit PKA activity. RII is bound to the plasma membrane or other subcellular membranes via PKA Anchoring Proteins (AKAPs) that provide for localization and temporal regulation in the formation of cAMP-PKA signalosomes (Ikeda et al, 2017; Zaccolo et al, 2021). While PP2B is best known to dephosphorylate NFAT to allow its translocation to the nucleus, PP2B has various other substrates, including RII, in a broad spectrum of cellular processes (Blumenthal et al, 1986; Cummings et al, 1996). It has been shown previously in neuronal cells that the tandem anchoring of PP2B and RII to AKAP5 allows dephosphorylation of RII by PP2B to limit PKA activity (Church et al, 2021; Gold et al, 2011). Here, we demonstrate that in brown adipocytes, MICT1 sustains PKA pathway signaling by binding and sequestering PP2B for disruption of PP2B-AKAP interaction, preventing dephosphorylation of RIIβ (Zhang et al, 2015). Moreover, transcriptional activation of MICT1 by CREB, a downstream transcription factor of PKA, demonstrates that MICT1 functions as an amplifier of β_3_-AR-PKA signaling during cold exposure for promotion and maintenance of thermogenesis. In this regard, sarcoplasm/ER Ca^2+^ ATPase 2b (SERCA2b)-RyR2 and adrenergic signaling can increase Ca^2+^ cycling and Ca^2+^ can stimulate phosphatase activity of PP2B (Chen et al, 2017; Guarnieri et al, 2022; Ikeda et al, 2017). However, for prolonged thermogenesis, we show that MICT1 induced upon cold exposure functions to prevent PP2B mediated dephosphorylation of RIIβ to sustain PKA activity.

While both mouse and human MICT1 contain the two consensus docking motifs for PP2B, PxIxIT and LxVP, mutation of only the PNIIIT binding domain of MICT1, and not LSVP domain, disrupts MICT1 interaction with PP2B. Thus, we found that MICT1 interacts with PP2B specifically through the PNIIIT docking motif in brown adipocytes. In fact, a recent preprint by Bradburn et al also indicated that C16orf74, which they term calcimembrin, can bind to PP2B by the PxIxIT motif (Bradburn et al, 2004). Some of the other known PP2B interacting partners also have the two binding motifs in close proximity, but PP2B does not bind both but rather either one or the other, due to the large distance between the PP2B binding pockets for PxIxIT and LxVP motifs (Cyert). Further, Brauer et al recently has identified potential PP2B substrates by using an unbiased and systematic approach of in vivo Short linear motifs (SLiMs) dependent proximity labeling with in silico modeling (Brauer et al, 2019). Indeed, MICT1 was predicted to be one such PP2B interactor. Moreover, by administrating the PP2B chemical inhibitor INCA-6 that specifically targets the PxIxIT motif (Roehrl et al, 2004) into mice, we demonstrate that inhibition of PP2B via PxIxIT suppresses RIIβ dephosphorylation and promotes thermogenesis.

We uncovered two variants of MICT1: a 111 aa MICT1 found in the cytosol and a 76 aa MICT1 at the plasma membrane. Subcellular localization can provide different chemical environments and interacting partners and thus may confer different functionality of MICT1 to form complexes with different substrates. In our study, with the use of the N-terminus-specific primers for the 111 aa MICT1, as well as antibodies that recognize the C-terminal region of both forms, we discovered that the 76 aa MICT1 is the predominant form present in brown adipose tissue. Further studies can explore how expression of two forms is regulated to allow potential MICT1 interaction with interacting partners in different tissues.

Ablation of MICT1 in Ucp1^+^ cells in mice impairs thermogenic capacity with lower OCR and promotes weight gain and insulin resistance. Conversely, overexpression of MICT1 in Ucp1^+^ cells in mice brought higher thermogenic gene expression, with enhanced cold tolerance and energy expenditure. Thus, these mice remain leaner even on high fat diet with smaller lipid droplets in brown adipose tissue, exhibiting improved glucose tolerance and insulin sensitivity. Altogether, MICT1 is protective against diet-induced and genetic obesity and insulin resistance by increasing thermogenesis via its interaction with PP2B to potentiate PKA activity. In this regard, GWAS database showed that MICT1 gene (C16orf74) has two SNPs (rs377457 and rs439967) located in the intronic regions that are associated with Type 2 diabetes. We demonstrate here that AAV-mediated MICT1 administration to diet-induced or genetically obese mice can decrease adiposity and insulin resistance, revealing its therapeutic potential in obesity and insulin resistance. Moreover, small molecule inhibitors, such as INCA-6, that specifically act on the PxIxIT motif to block the substrate recognition site may represent potential therapeutics as they can mimic MICT1 to affect RIIβ phosphorylation to prolong PKA activity for thermogenesis to increase energy expenditure.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
3T3-L1	UCB Cell Culture Facility	N/A
HEK293FT	UCB Cell Culture Facility	N/A
BAT	Dr. Shingo Kajimura, Harvard University	N/A
Adipose-derived Mesenchymal Stem Cells; Normal, Human	ATCC	PCS-500-011
AAVPro293T	Takara	632273
**Recombinant DNA**		
pcDNA3.1(+)-ExRai-AKAR2	Addgene	161753
pcDNA3.1 +/C-(K)DYK MICT1	GenScript	
Human MICT1	Origene	RC21684
**Antibodies**		
MICT1	This laboratory	N/A
UCP1	Abcam	10983
GAPDH	Cell Signaling Technology (CST)	14C10
FLAG	Cell Signaling Technology (CST)	14793
P-CREB	Cell Signaling Technology (CST)	9198S
Total CREB	Cell Signaling Technology (CST)	9197S
P-P38	Cell Signaling Technology (CST)	4511
Total P38	Cell Signaling Technology (CST)	8690
P-HSL (S563)	Cell Signaling Technology (CST)	4139
P-HSL (S660)	Cell Signaling Technology (CST)	45804
Total HSL	Cell Signaling Technology (CST)	18381S
N-CAD	Cell Signaling Technology (CST)	13116
Pan-Calcineurin A	Cell Signaling Technology (CST)	2614
MYC	Sigma-Aldrich	C3956
P-PKA RIIβ	Sigma-Aldrich	SAB4301261
Total PKA RIIβ	Sigma-Aldrich	SAB4502353
HA	Sigma-Aldrich	H3683
Na^+^/K^+^ ATPase	Novus	NB300-146
**Oligonucleotides and other sequence-based reagents**	**Forward**	**Reverse**
MICT1 TG	CTC CTG TCT GAA AGG CTT TAA G	CTG GAA CAT CGT ATG GGT AC
MICT1 Flox	GAG TGC GGC TCA GTG GTA TAG C	GGC TGA AGC CCT CCT GTC TG
UCP1 Cre	CCA TCT GCC ACC AGC CAG	TCG CCA TCT TCC AGC AGG
Internal Control	ACT GGG ATC TTC GAA CTC TTT GGA C	GAT GTT GGG GCA CTG CTC ATT CAC C
MICT1	CCT GGT GTC CCT CAC GG	GCT TCA GGT TCC AGC TCT CC
Ucp1	ACT GCC ACA CCT CCA GTC ATT	CTT TGC CTC ACT CAG GAT TGG
Tfam	GGC AAA GGA TGA TTC GGC TC	CAC TTC GTC CAA CTT CAG CC
Nrf1	GCA CCT TTG GAG AAT GTG GT	CTG AGC CTG GGT CAT TTT GT
Cidea	TGT TCT TCT GTA TCG CCC AGT	GCC GTG TTA AGG AAT CTG CTG
Dio2	CAG TGT GGT GCA CGT CTC CAA TC	TGA ACC AAA GTT GAC CAC CAG
Pgc1α	TAT GGA GTG ACA TAG AGT GTG CT	CCA CTT CAA TCC ACC CAG AAA G
Elovl3	TCC GCG TTC TCA TGT AGG TCT	GGA CCT GAT GCA ACC CTA TGA
Cox8b	TGT GGG GAT CTC AGC CAT AGT	AGT GGG CTA AGA CCC ATC CTG
Cox7a	CAG CGT CAT GGT CAG TCT GT	AGA AAA CCG TGT GGC AGA GA
16S	CTA GAA ACC CCG AAA CCA AA	CCA GCT ATC ACC AAG CTC GT
Human MICT1	GTC CTG AAA GTC AAG CAC CTG	GAA GTT CTT GTT GGT GCT TAT GG
Human UCP1	CCA ACT GTG CAA TGA AAG TGT	CAA GTC GCA AGA AGG AGG GTA
Human DIO2	CCT CCT CGA TGC CTA CAA AC	GCT GGC AAA GTC AAG AAG GT
Human PGC1α	CCA CAG AGA ACA GAA ACA GCA	TGG GGT CAG AGG AAG AGA TAA
Human CIDEA	ACT CTG GAT GCC CTC GTC AT	ACT CTT CTG TGT CCA CCA CG
Human ELOVL3	CTG TTC CAG CCC TAT AAC TTC	GAA TGA GGT TGC CCA ATA CTC C
Human COX7A	AGC GAA TTG GCA CCA AAG CAG CA	CTG GTG GCT CTG CCT TGC CAT
**Chemicals, Enzymes and other reagents**	**Reference or Source**	**Identifier or Catalog Number**
LipidTOX Red Reagent	ThermoFisher	H34476
CL-316,243	Abcam	AB144605
Forskolin	Sigma-Aldrich	F3917
Norepinephrine	Sigma-Aldrich	A7257
Inca-6	MedChem Express	HY-108544
Insulin	Millipore-Sigma	I9278
3-Isobutyl-1-methylxanthine, IBMX	Sigma-Aldrich	I5879
Indomethacin	Sigma-Aldrich	I7378
Dexamethasone	Sigma-Aldrich	D2915
T3	Sigma-Aldrich	T6397
Rosiglitazone	Sigma-Aldrich	R2408
FK506	Sigma-Aldrich	F4679
H89	Sigma-Aldrich	B1427
Oligomycin	Sigma-Aldrich	75351
Carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone, FCCP	Sigma-Aldrich	C2920
Rotenone	Sigma-Aldrich	R8875
Antimycin A	Sigma-Aldrich	A8674
**Software**	**Reference or Source**	**Identifier or Catalog Number**
Partek	PartekFlow	N/A
**Other**	**Reference or Source**	**Identifier or Catalog Number**
Colorimetric ELISA cAMP Kit	Abcam	ab234585
PKA Colorimetric Activity Kit	ThermoFisher	EIAPKA
Dual-Glo Luciferase Kit	Promega	E2920
Glucose Uptake-Glo Assay	Promega	J1341

### Methods and protocols

#### Animals

All animal studies were carried out in accordance with University of California at Berkeley ACUC and OLAC regulations. Conditional MICT1 overexpressing mice and MICT1-floxed mice were produced by UC Berkeley Gene Targeting Facility. MICT1 overexpressing transgenic mice were generated by use of MICT1 construct produced by insertion of the MICT1 coding sequence with Flag and HA tagged at the C-terminus after EcoRI and SacI digestion of pCAG-loxP-loxP-ZsGreen (Addgene 51269). Transgene insertion was verified by genotyping and sequencing of the MICT1-Flag-HA transgene coding region. Germline transmitted mouse line was crossed with Ucp1-Cre mice (JAX 024670) for MICT1 overexpression in Ucp1^+^ cells (MICT1-BSOE). MICT1 floxed mice were generated by injection into zygotes with Cas9 nickase mRNA and guide RNA CGCAGAGGCGACGCCATG, along with DNA donor sequence containing two LoxP sites flanking Exon 2 of MICT1. For KO in Ucp1+ cells, MICT1 floxed mice were crossed with Ucp1-Cre mice (MICT1-BSKO). MICT1-BSKO mice were compared to control, fl/fl littermates for all experiments. Primers for genotyping are listed in Reagents and Tools Table. Mice were housed in a 12:12 light-dark cycle and chow (Harlan Teklad LM-485) or HFD (45% of calories from fat, 35% of calories from carbohydrates, and 20% of calories from protein; Dyets), ad libitum, after weaning. No blinding was done for animal experiments. Mice were randomized when allocating animals to drug treatments.

### Cell culture

HEK293FT cells were from UC Berkeley Cell Culture Facility. The immortalized BAT cell line was from Dr. Shingo Kajimura, Harvard University. Human adipose-derived mesenchymal stem cells (PCS-500-011) and MesenCult™ MSC Basal Medium were purchased from ATCC. BAT cells and HEK 293FT cells were maintained in DMEM containing 10% FBS and 1% penicillin/streptomycin prior to differentiation and transfection. Brown adipocyte differentiation was induced by treatment of confluent cells with DMEM containing 10% FBS, 850 nM insulin, 0.5 mM isobutyl-methylxanthine, 1 µM dexamethasone, 1 nM T3, 125 nM indomethacin and 1 μM rosiglitazone. After 48 h of induction, cells were switched to a maintenance medium containing 10% FBS, 850 nM insulin, 1 nM T3, and 1 μM rosiglitazone. BAT cells were infected with MICT1 adenovirus or lentivirus as indicated on Day 4 of differentiation. Medium was replaced by maintenance medium one day after the infection. Cells were incubated with 10 μM forskolin or 1 μM CL-316,243. MICT1 KO pools were generated by transducing BAT cells that express Cas9 cells with lentivirus containing sgRNA. Lentivirus construct was produced by subcloning annealed guide RNA to U6-stuffer-longtracer-GFP construct. BAT-Cas9 cells were infected with lentivirus containing different gRNAs and were selected for GFP by FACS for MICT1 KO pools. gRNA are; gRNA1-F: TTGGCAGCAACAACAACCACGACG, R: AAACCGTCGTGGTTGTTGTTGCTG gRNA2-F: TTGGCCGTCCTGAATGACAAGCAC, R: AAACGTGCTTGTCATTCAGGACGG.

### Mouse treatment, body temperature measurement, and indirect calorimetry

For the systemic administration, AAV were diluted in 200 µL saline and injected into the lateral tail vein. Body weight was recorded weekly, and mice were subjected to cold exposure for EchoMRI, GTT, and ITT. Core body temperature was determined using a Physitemp BAT-12 probe at 4 °C. Oxygen consumption was measured using the Comprehensive Laboratory Animal Monitoring System (CLAMS). Data were normalized to lean body mass determined by EchoMRI. Mice were individually caged and maintained under a 12 h light/12 h dark cycle. Food consumption and locomotor activity were tracked. For PP2B inhibitor study, 50 μM of INCA-6 (MedChemExpress HY-108544) was directly administered into BAT of HFD fed mice via subcutaneous injection, and experiments were carried out after 24 h.

### Plasmid constructs

pcDNA3.1 +/C-(K)DYK MICT1 plasmid was generated by GenScript. Human MICT1 plasmid was purchased from Origene (RC21684). We subcloned HA-tagged 76 aa MICT1 construct by PCR using: Forward primer (F): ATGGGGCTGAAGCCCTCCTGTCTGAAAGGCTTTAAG Reverse primer (R): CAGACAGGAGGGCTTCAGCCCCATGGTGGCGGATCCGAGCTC.

To generate various MICT1 mutant constructs, the following primers were used for subcloning: G2A-MICT1 mutation—F: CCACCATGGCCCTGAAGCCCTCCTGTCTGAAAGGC, R: GGCTT CAGGG CCATGGTGGCGGATCCGAGCTCGGTACC; LAVA-MICT1 mutation—F: GACAAGC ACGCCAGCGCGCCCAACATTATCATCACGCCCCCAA CC, R: GATAATGTTG GGC GCGC TGGCGTGCTTGTCATTCAGGACGGGGGCC; PNAAAT-MICT1 mutation—F: GAGCGTGCCC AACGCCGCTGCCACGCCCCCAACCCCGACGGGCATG, R: GTTGGGGG CGTGGCAGCGG CGTTGGGCACGCTCAGGTGCTTGTCATTC. Stop Condon mutation—F: ATGGGGCTGAAGC CCTCCTGACTGAAAGGCTTTAAGATGTG, R: CACATCTTAAAGCCTTTCAGTCAGGAGGGC TTCAGCCCCAT.

### Adenovirus, AAV, and lentivirus generation

Ad-MICT1 adenovirus was generated from Vector Biolabs. For knockdown experiments, a lentivirus construct, TRC2-pLKO.5-puro vector containing the shRNA targeting MICT1 was purchased from Sigma (targeting sequence: TCCTGAATGACAAGCACCTGA). Lentivirus was packaged in HEK 293 FT cells using MISSION^®^ Lentiviral Packaging Mix (Sigma, SHP001), and the viral media was harvested after 48 h for further experiments. AAV constructs were generated by replacing the promoter and gene cassette of AAV-FLIM-AKAR (Addgene, 105903) with 211 bp mini/Ucp1 enhancer (Kozak et al, 1994) and MICT1 or eGFP CDS by MluI and EcoRI digestion. The constructs were then co-transfected into AAVPro293T cells (Takara, 632273) with pHelper and pAAV2/8 (Addgene, 112864). AAV particle was purified by using Takara Purification kit (Takara, 6675).

### PKA activity measurement and AKAR imaging

For biochemical PKA assays, BAT cells pretreated with H89 at 10 µM for 2 h were treated with forskolin or CL 316, 243 for 15 min and assayed by using PKA Colorimetric Activity Kit (Thermo Fisher). For live cell PKA imaging, PKA activity was measured by using excitation-ratiometric PKA activity reporter, ExRai-AKAR2 (Zhang et al, 2022). Upon PKA phosphorylation in live cells, the peak excitation wavelength of cpEGFP shifts from 405 nm to 480 nm. Excitation scans were collected at 520 nm emission for ExRai-AKAR2. To express the AKAR reporter in the differentiated BAT cells, lentiviral construct was generated by subcloning ExRai-AKAR2 (Addgene, 161753) into pCDH lentiviral vector and packaged in HEK293 cells. Differentiated BAT cells were cultured and transduced with ExRai-AKAR2 lentivirus on Day 4 of differentiation. Cells were washed twice before imaging in dark at 37 °C with 5% CO_2_ on a Zeiss LSM 710 Laser Scanning Confocal Microscope. Dual excitation-ratio imaging was performed by 520 nm emission and 405 nm or 480 nm excitation. Live time-course images were acquired every 15 s. After the baseline reading for 2 min, forskolin at 50 uM was added to measure PKA activity in the stimulated condition. Live cell images were acquired for 10 min.

### RNA-Seq

MICT1 KO cells and Scr BAT cells were treated with forskolin for 6 h. RNA were prepared using RNeasy kit (Qiagen, 74004). Strand-specific libraries were generated from 500 ng RNA using the TruSeq Stranded Total RNA Library Prep Kit (Illumina). cDNA libraries were pair-end sequenced on an Illumina HiSeq 4000. Using Partek software, reads were aligned to the mouse genome (NCBI38/mm10). A gene was included in the analysis if met the following criteria: the maximum RPKM reaching four unit at any time point and the gene length being >100 bp, and level difference of at least +/−1.8-fold with significance (*p* < 0.05).

### Phosphoproteomics

MICT1 KO and Scr BAT cells differentiated and treated with forskolin were lysed in SDS buffer. Each sample was digested according to S-Trap Micro kit (ProtiFi) procedure. Digested peptides were enriched with the Fe-NTA kit (Thermo Fisher, A32992), labeled with tandem mass tag (TMT) for multiplexed quantitative proteomics and cleaned by using C18 StageTips (Pierce, 87782). Phosphopeptides were analyzed by LC-MS/MS. Protein and peptide identification and TMT based quantification was performed with Proteome Discoverer 2.5 (Thermo Fisher).

### Oxygen consumption rate assay

BAT cells were differentiated in 12-well plates, trypsinized, and reseeded in XFe24 plates at 50 K cells per well on Day 5 and assayed on Day 6 of differentiation. The cells were washed 3 times and maintained in XF-DMEM (Agilent) supplemented with 1 mM sodium pyruvate and 17.5 mM glucose. Oxygen consumption was blocked by 1 μM oligomycin. Maximal respiratory capacity was assayed by the addition of 1 μM FCCP. Uncoupled respiration was calculated as OCR under oligomycin treatment minus OCR under antimycin A/rotenone. BAT tissue was harvested from mice and 9 mg of tissue was excised in one single cut and seeded into the Seahorse Islet Capture microplate wells. The plate was incubated for 1 h at 37 °C without CO_2_ prior to analysis on the XFe24 Analyzer.

### RT-qPCR analysis and immunoblotting

Reverse transcription was performed with 500 ng of total RNA using SuperScript IV (Invitrogen, 18090010). qPCR was performed in duplicates with BioRad CFX Maestro Software to quantify the relative mRNA levels. Statistical analysis of the qPCR was obtained using the ΔΔCt (2^−ddCT^) method with Eef1a1 as the control. qPCR primer sets are listed in Reagents and Tools Table. For immunoblot (IB) analysis, total cell lysates in RIPA buffer and the plasma membrane fraction isolated using the plasma membrane protein isolation kit (Abcam, ab65400) were separated by SDS-PAGE, transferred to nitrocellulose membrane, and each membrane was cut to 2–3 sections to probe with various antibodies listed in Reagents and Tools Table.

### Co-immunoprecipitation

293FT cells were transfected using Lipofectamine 2000 to express Myc-PP2B and various FLAG-tagged MICT1 constructs (WT, mutants or deletion constructs). Cells were lysed in IP buffer containing 20 mM Tris, pH 7.4, 150 mM NaCl, 1 mM EDTA, 10% glycerol, and 1% NP-40 supplemented with proteases inhibitors. Cell lysates were incubated for 2 h at 4 °C with anti-FLAG M2 or anti-Myc magnetic beads. Magnetic beads were washed 3 times and bound proteins were eluted by boiling in Laemmli sample buffer and analyzed by immunoblotting using the indicated antibodies.

### Whole mount staining

1 mm piece of tissue was excised, fixed with 1% PFA, incubated with UCP1 antibody, LipidTox Red Reagent (Thermo Fisher) and DAPI. Tissues were immobilized on a slide with mounting medium and visualized using a confocal microscope.

### ERthermAC

Differentiated BAT cells were stimulated with forskolin for 6 h, then treated with ERthermAC (250 nM) for 30 min prior to FACS analysis.

### Luciferase reporter assay

HEK293FT cells were co-transfected with −1.6 kb MICT1-Luc promoter and CREB1 expression vector or EV, along with renilla reporter plasmid. Cells were lysed 48 h post-transfection and assayed for luciferase activity using the Dual-Glo Luciferase Kit (Promega). For the mutation study, CREB binding site upstream of MICT1 promoter sequences at −1386 bp: catgtcatcagcccc was mutated to cattcacgactaa; at 1246 bp sequence: aggtgatgtaaca was mutated to aggacactcggtg; at −456 bp sequence: aggtgatgtaaca was mutated to aggcattggaaa.

### Glucose uptake assay

One day prior to the experiment, differentiated BAT cells were trypsinized and reseeded in an opaque 96-well plate at 20 K cells per well in maintenance medium without FBS. On the day of the experiment, cells were treated with 10 μM forskolin for 6 h before being assayed for glucose uptake rate using Glucose Uptake-Glo Assay.

### MitoTracker

For live-cell microscopy, cells were grown in 35 mm glass-bottom imaging dishes (Cellvis). Cells were treated with 1 μM CL-316,243 24 h prior to imaging. To image mitochondria, cells were incubated with 100 nM MitoTracker Green and 1 μg/mL Hoechst for 30 min and washed 3X with PBS, and imaged in fresh medium.

### Quantification and statistical analysis

Statistical comparisons were made using a two-tailed unpaired *t*-test using GraphPad Prism 8 (GraphPad). For genome-wide analyses, Partek Genomics Suite (Partek) was used to produce GSA for RNA-Seq differential expression comparison and Gene set enrichment tool for Gene Ontology to identify the significantly affected pathways. Data is expressed as means ± standard errors of the means (SEM) of indicated biological replicates. The statistical differences in mean values were assessed by Student’s *t* test. All experiments were performed at least twice and representative data are shown. All replicates are biological replicates.

#### Graphics

Graphics for the synopsis image were created with BioRender.com.

## Supplementary information

Peer Review File

Source data Fig. 1

Expanded View Figures

## Data Availability

Resources and unique reagents generated in this study should be requested to the Lead contact, Hei Sook Sul (), with a Materials Transfer Agreement. RNA sequencing data that support the findings of this study were deposited in GEO, accession number: GSE235073 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE235073, reviewer token: wlgduuqypvwvdyp). All source data are available on Biostudies, accession: S-BSST1828 (https://www.ebi.ac.uk/biostudies/studies/S-BSST1828?key=8f030cd7-c41e-4130-a03b-f520fb566f16). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00444-x.

# Supplementary material for: The microprotein C16orf74/MICT1 promotes thermogenesis in brown adipose tissue
**Source:** EMBO J. 2025 May 12;44(12):3381–412. doi: 10.1038/s44318-025-00444-x
**Supplement:** Supplementary file 3 — Expanded View Figures

## Expanded View Figures

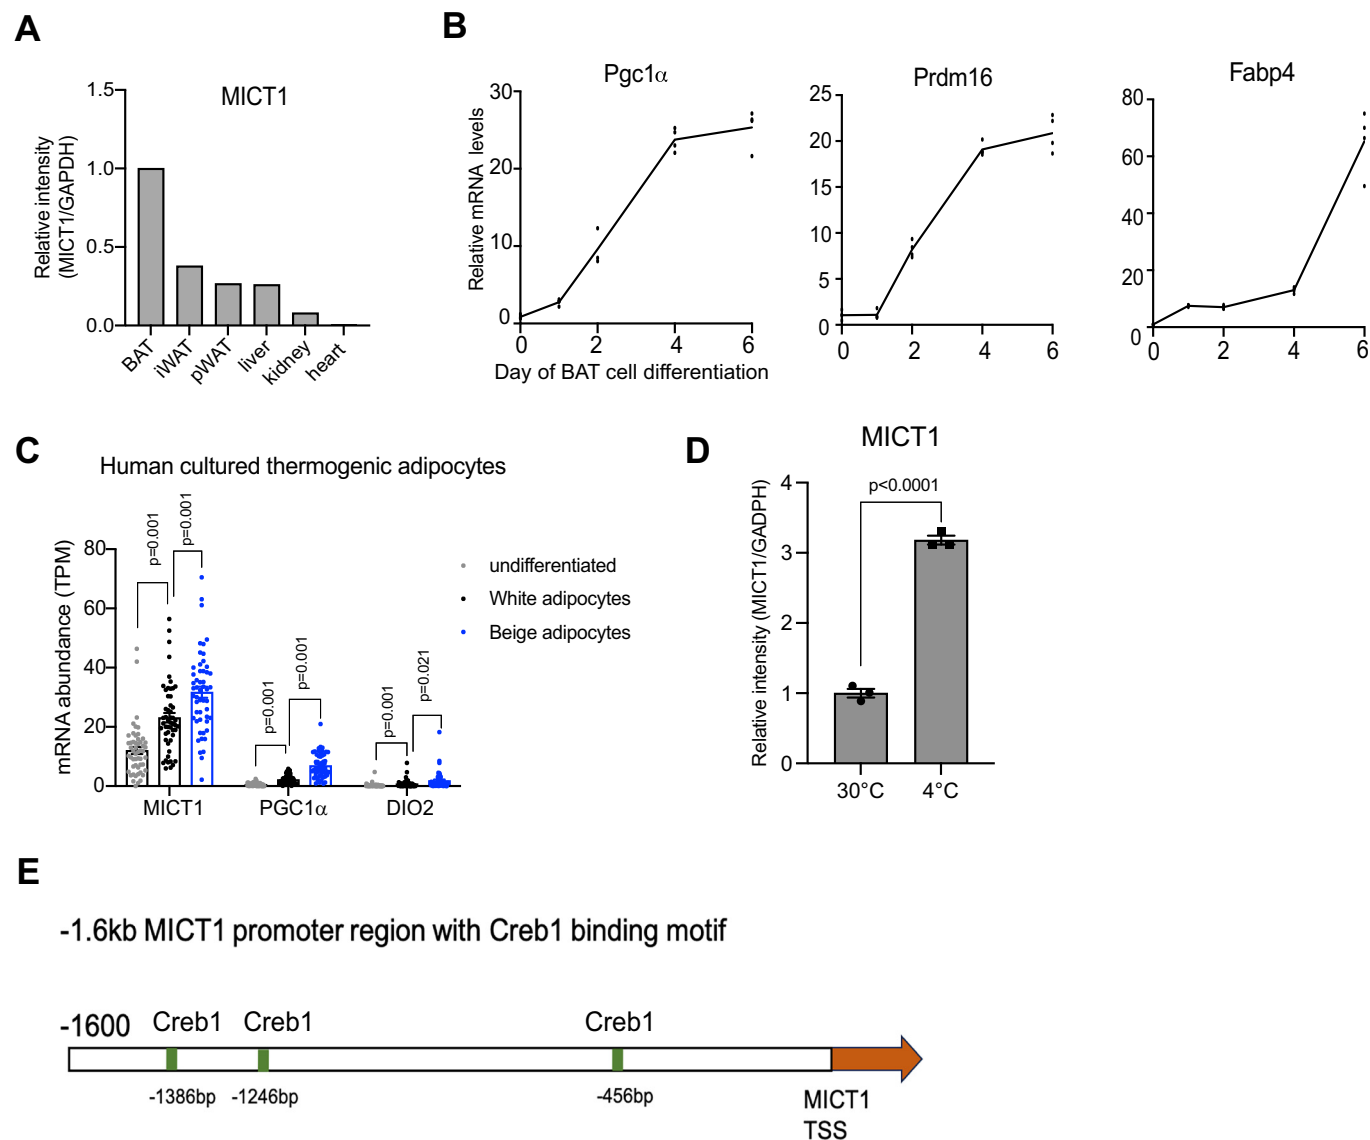

**Figure EV1. MICT1 is a microprotein highly enriched in brown adipocytes.**

(A) MICT1 protein quantification for various mouse tissues. (B) RT-qPCR for during the course of BAT cell differentiation. (C) Expression of MICT1 in human cultured thermogenic adipocytes, from publicly available RNA-seq data ( $n = 50$ , White adipocytes MICT1:  $P = 0.001$ , Beige adipocytes MICT1:  $P = 0.001$ , White adipocytes PGC1α:  $P = 0.001$ , Beige adipocytes PGC1α:  $P = 0.001$ , White adipocytes DIO2:  $P = 0.001$ ). (D) MICT1 protein quantification for mice housed at either 30 °C or 4 °C ( $n = 3$ ) (E) Schematic of CREB sites in the MICT1 promoter. Data is expressed as means  $\pm$  standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student's  $t$  test.

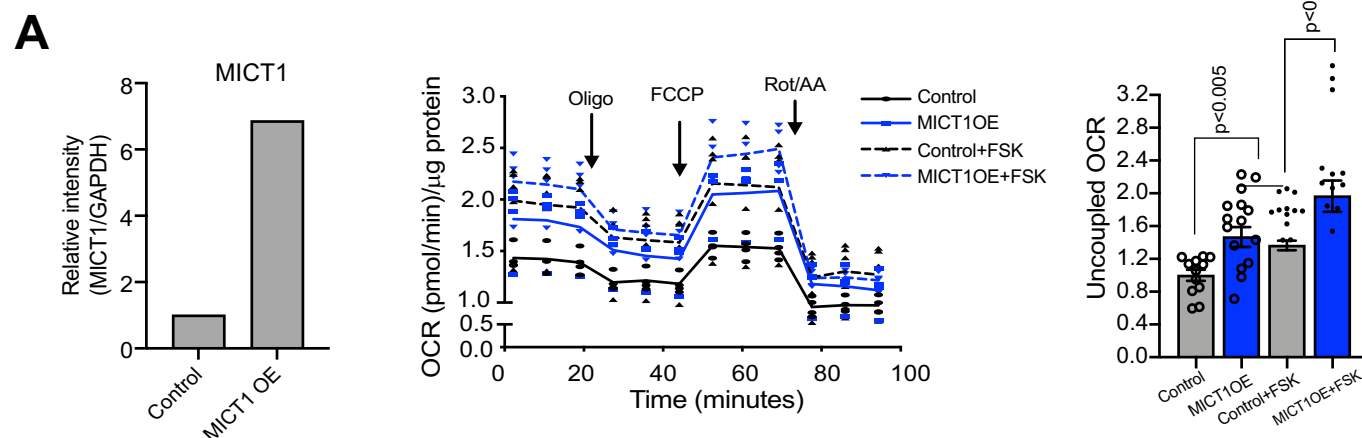

**Figure EV2. MICT1 impact on thermogenesis in cultured brown adipocytes.**

(A) (Left) MICT1 protein quantification in MICT1 OE BAT cells. (Right) OCR measured in MICT1 OE BAT cells that were treated with FSK, and relative uncoupled OCR under oligomycin ( $0.5 \mu\text{M}$ ) ( $n = 12$ , MICT1 OE:  $P = 0.0041$ , MICT1 + FSK:  $P = 0.0009$ ). Data is expressed as means  $\pm$  standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student's *t* test.

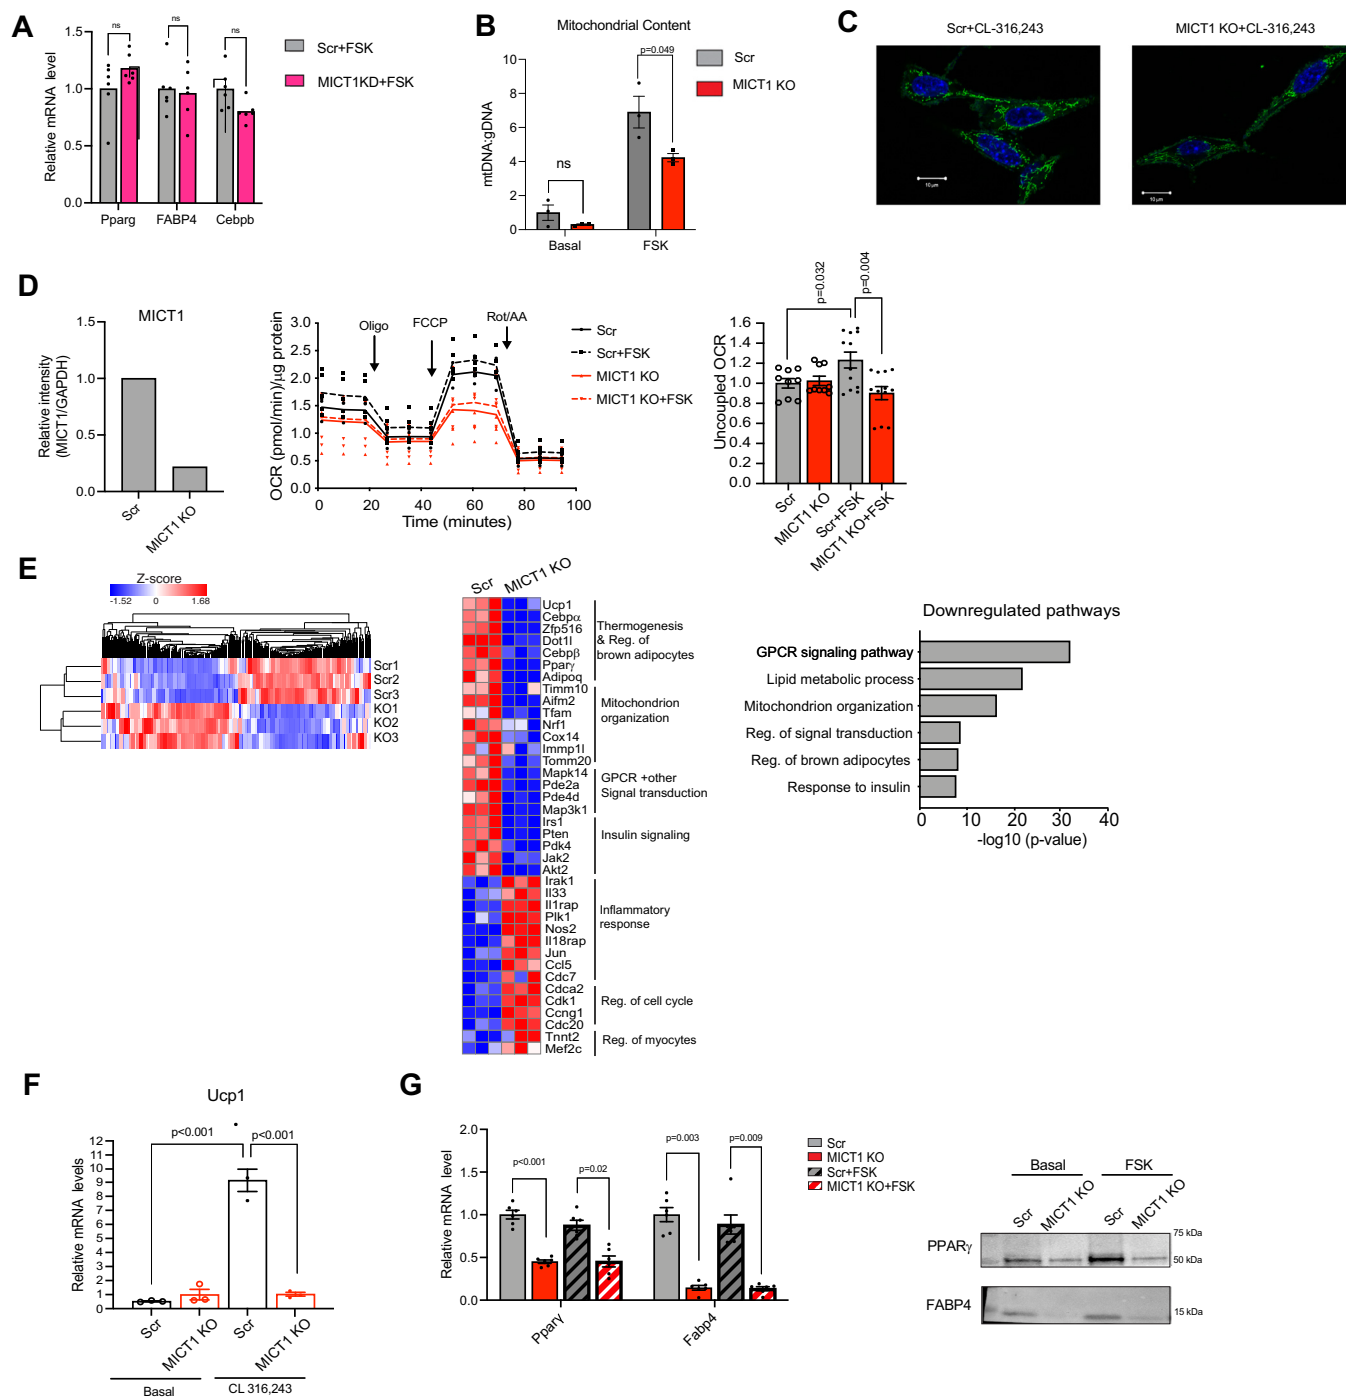

**Figure EV3. MICT1 ablation suppresses thermogenesis in cultured brown adipocytes.**

(A) RT-qPCR in MICT1 KD cells ( $n = 6$ ). (B) Ratio of mtDNA:gDNA of Scr and MICT1 KO cells in the basal and FSK stimulated condition ( $n = 3$ , MICT1 KO + FSK:  $P = 0.0495$ ). (C) (Left) MICT1 protein quantification in MICT1 KO pool cells. (Right) OCR measured in MICT1 KO pools that were treated with FSK, and relative uncoupled OCR under oligomycin ( $0.5 \mu\text{M}$ ). (D) (Left) Hierarchical clustering of RNA-seq using differentiated MICT1-KO pools. (Middle) Heatmap showing changes in gene expression in the Scr and MICT1-KO pools. (Right) Representative top GO terms of downregulated genes identified by differential expression analysis. (E) (Left) RT-qPCR for indicated genes in MICT1 KO pools in the basal condition. (Right) RT-qPCR for *Ucp1* in MICT1 KO-pools in the basal and CL-316,243 treated conditions. (F) RT-qPCR for MICT1 in Scr and MICT1 KO cells in the basal and CL-316,243-stimulated conditions ( $n = 3$ , Scr+FSK:  $P < 0.0001$ , MICT1 KO + FSK:  $P < 0.0001$ ). (G) RT-qPCR ( $n = 6$ , MICT1 KO *Pparg*:  $P < 0.0001$ ) and IB for *Pparg* and *Fabp4* in Scr and MICT1 KO cells in the basal and FSK-stimulated conditions. Data is expressed as means  $\pm$  standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student's *t* test.

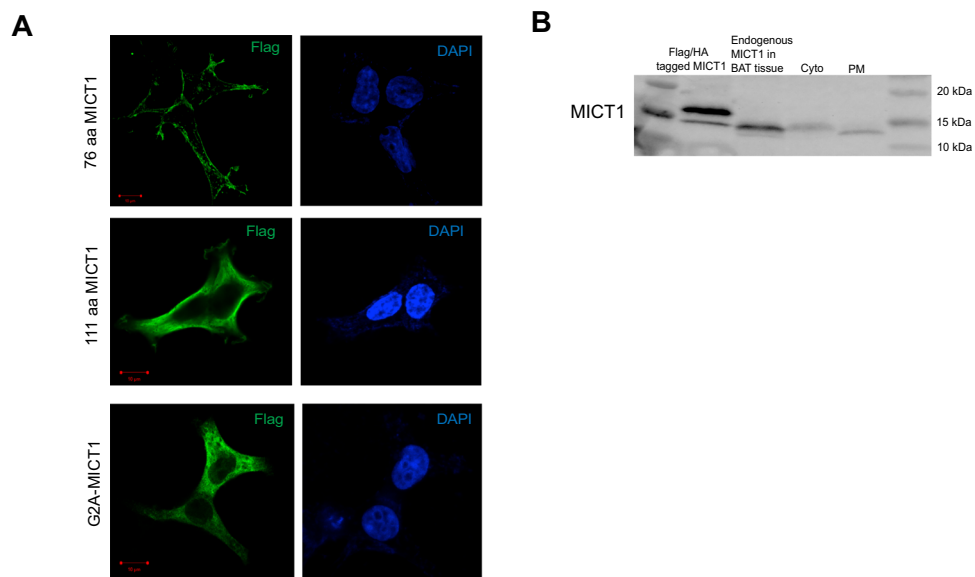

**Figure EV4. Plasma membrane localization of MICT1 and its interaction with PP2B.**

(A) IF images of HEK293FT cells overexpressing 76 aa MICT1 (scale bar: 10  $\mu$ m), 111 aa MICT1 (scale bar: 10  $\mu$ m), or G2A-MICT1 (scale bar: 10  $\mu$ m). (B) IB for MICT1 in lysates from HEK293FT cells overexpressing Flag/HA tagged MICT1 (first lane) and endogenous MICT1 in mouse BAT (second lane). MICT1 in the cytosol and plasma membrane of mouse BAT (third and fourth lane).

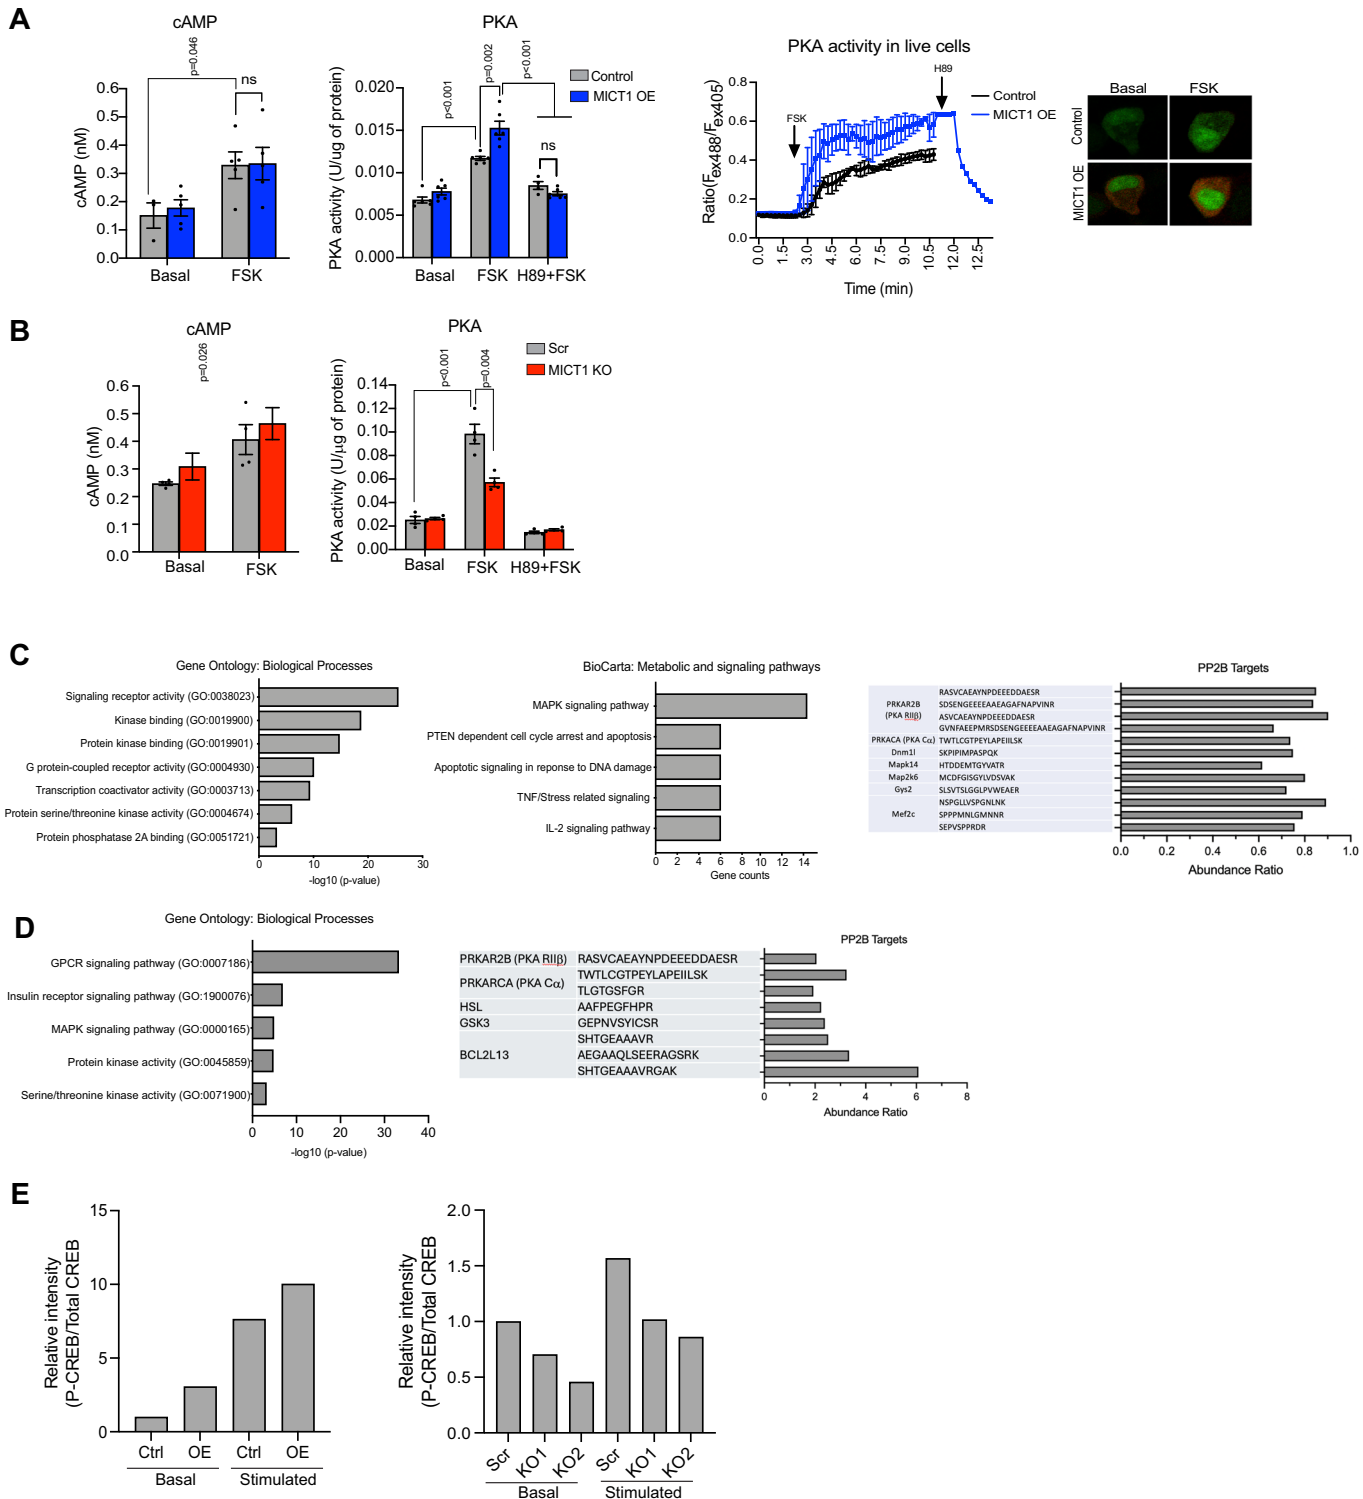

◀ **Figure EV5. MICT1 potentiates PKA activity.**

(A) (Left) Control and MICT1OE in differentiated BAT cells. cAMP levels and PKA activity were measured in the basal condition or after FSK treatment. Cell permeable H89 was used to verify PKA activity ( $n = 4$ , Control+FSK:  $P = 0.0001$ , MICT1 OE + H89 + FSK:  $P = 0.0001$ ). (Right) AKAR images of MICT1 OE cells that were treated with FSK. (B) Differentiated Scr or MICT1 KO-pools were used to measure cAMP levels and PKA activity in the basal condition or after FSK treatment ( $n = 4$ , Scr+FSK:  $P < 0.0001$ ). (C) Phosphoproteomics analysis of MICT1-CRISPR KO brown adipocytes that were treated with FSK. (Left) Gene Ontology and pathway analysis by BioCarta indicate that PKA pathway is the top signaling pathway affected by MICT1 ablation. (Right) Known PP2B targets with significantly decreased phosphorylation abundance ratio and annotated sequences. (D) Phosphoproteomics analysis of MICT1 OE brown adipocytes that were treated with CL-316,243. (Left) Gene Ontology GPCR signaling pathway is the top signaling pathway affected by MICT1 overexpression. (Right) Known PP2B targets with significantly increased phosphorylation abundance ratio and annotated sequences. (E) P-CREB protein quantification for MICT1 OE (left) and MICT1-KO pools (right). Data is expressed as means  $\pm$  standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student's  $t$  test.

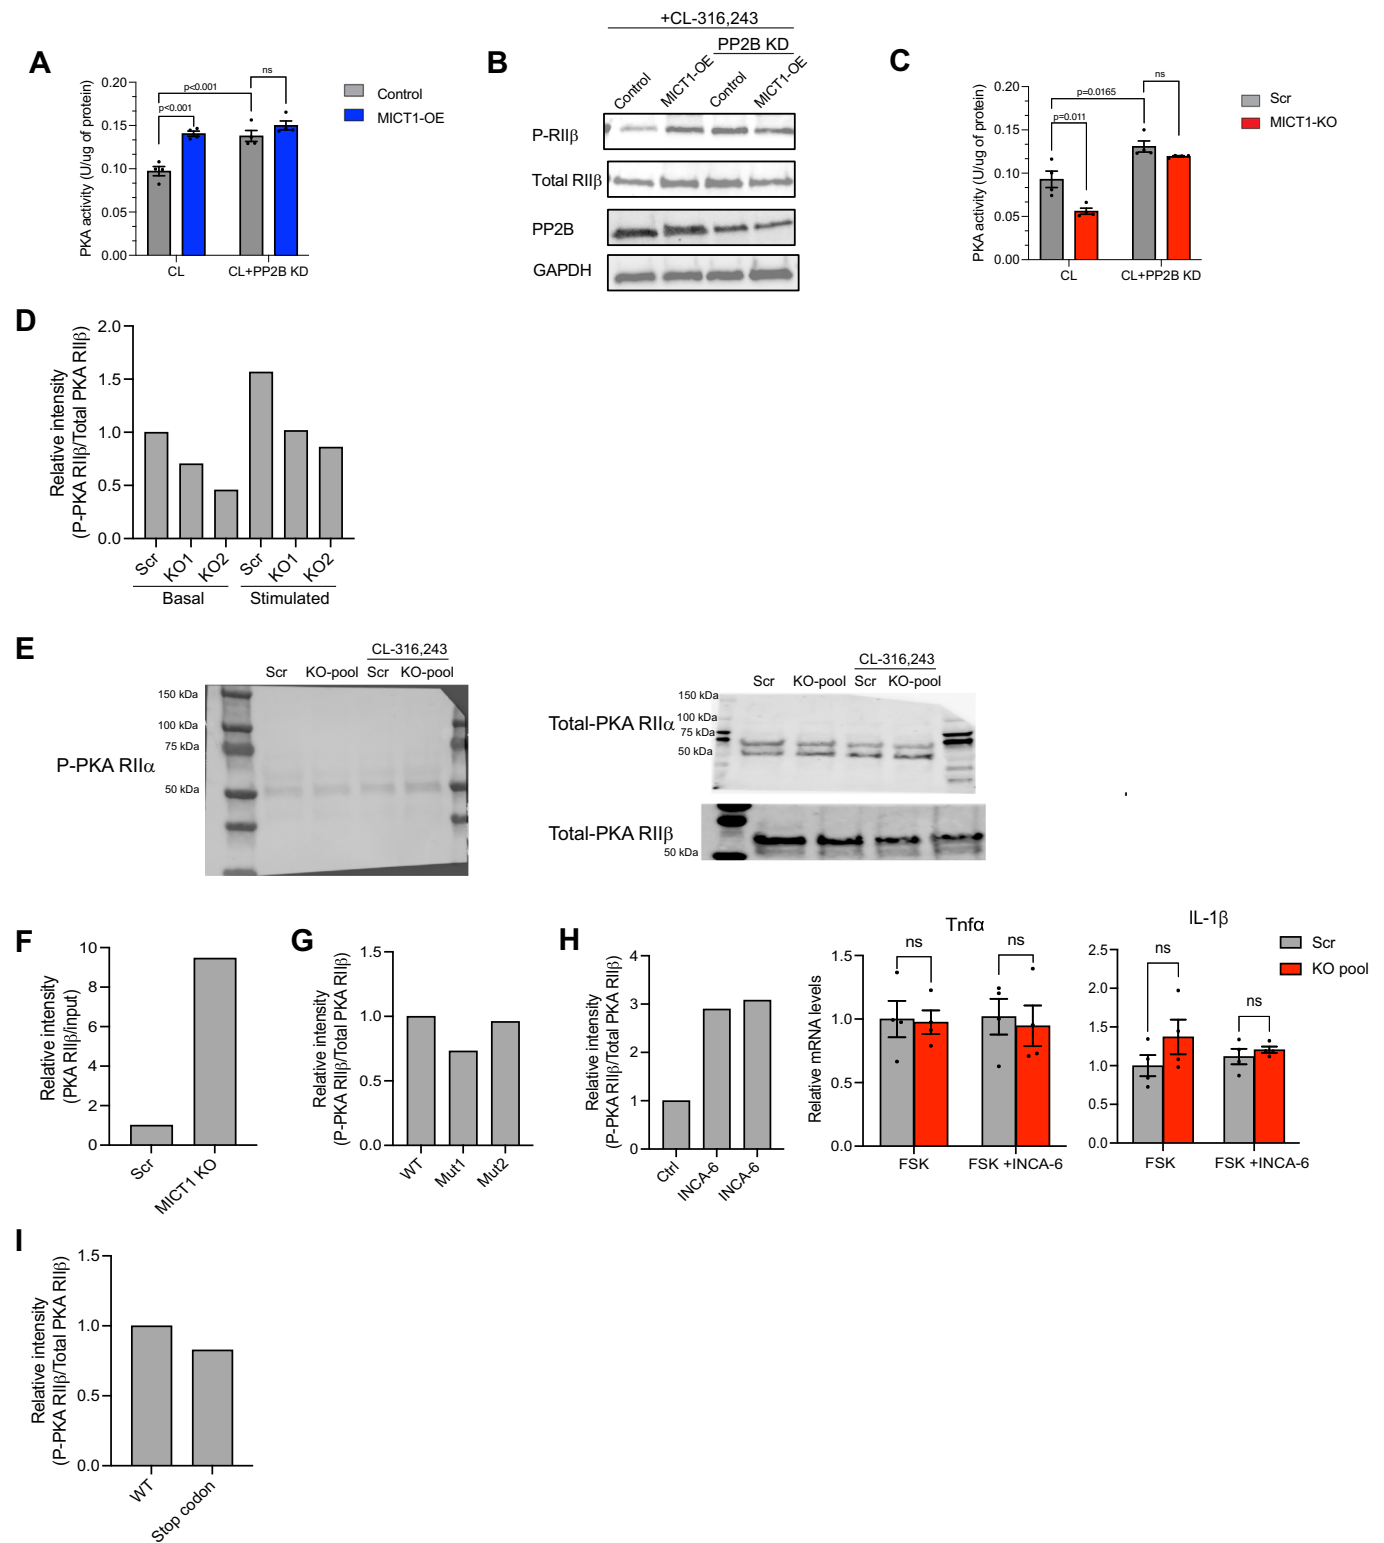

**Figure EV6. Plasma membrane MICT1-PP2B interaction controls RII $\beta$  dephosphorylation for potentiation of PKA activity and thermogenesis.**

(A) PKA activity ( $n = 4$ , MICT1 OE + CL:  $P = 0.0004$ , Control+CL + PP2B KD:  $P < 0.0004$ ) and (B) IB of CL-316,243 stimulated control and MICT1 OE brown adipocytes with or without PP2B. (C) PKA activity of CL-316,243 stimulated Scr and MICT1 KO brown adipocytes with or without PP2B KD ( $n = 4$ ). (D) P-PKA RII $\beta$  protein quantification for MICT1 OE (left) and MICT1-KO pools (right). (E) IB of MICT1-CRISPR KO brown adipocytes that were treated with CL-316,243. (F) Total-PKA RII $\beta$  protein quantification for Scr and MICT1-KO pool lysates that were pulled down with PP2B antibody. (G) P-PKA RII $\beta$  protein quantification for MICT1 mutants. (H) (Left) P-PKA RII $\beta$  protein quantification for INCA-6 injected BAT lysates. (Right) RT-qPCR for IL-1 $\beta$  and Tnfa in FSK-stimulated MICT1-KO BAT cells that were treated with vehicle or INCA-6 (5 $\mu$ M) for 1 h ( $n = 4$ ). (I) P-PKA RII $\beta$  protein quantification for MICT1 with stop codon mutation. Data is expressed as means  $\pm$  standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student's  $t$  test.

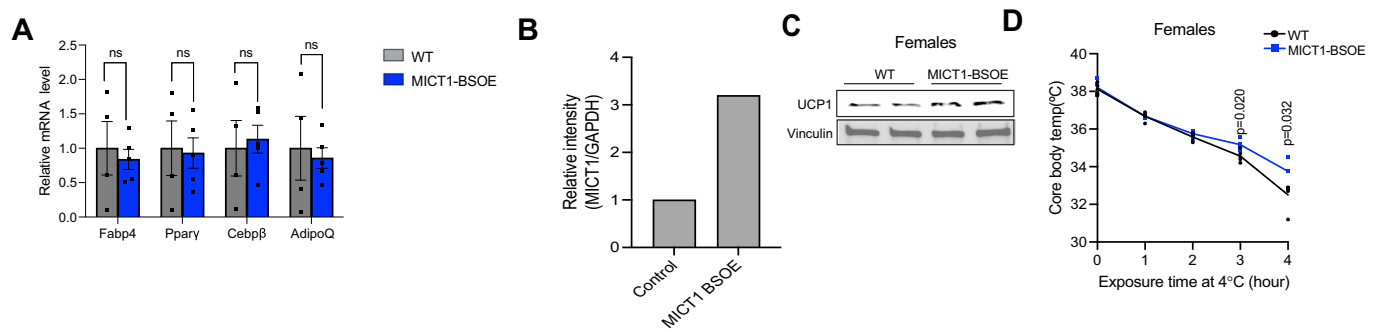

**Figure EV7. MICT1 overexpression in BAT in mice promotes thermogenesis, preventing obesity and insulin resistance.**

(A) RT-qPCR for adipogenic genes in BAT of WT and MICT1-BSOE mice ( $n = 4$ ). (B) MICT1 protein quantification for MICT1-BSOE mice. (C) IB for MICT1 and UCP1 in BAT from MICT1-BSOE and control female mice. (D) Core body temperature measured in 13-wk-old female mice at 4 °C at indicated time points ( $n = 4$ ). Data is expressed as means  $\pm$  standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student's  $t$  test.

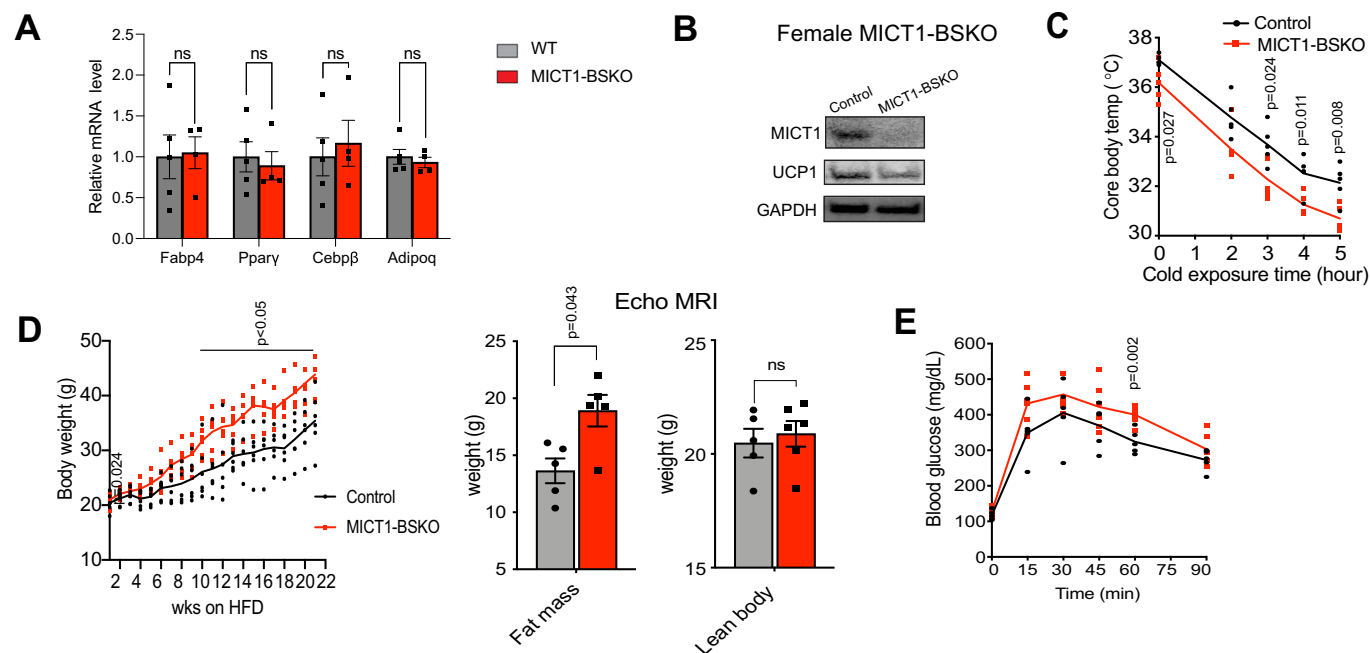

**Figure EV8. MICT1 ablation in BAT in mice reduces thermogenic capacity to gain adiposity.**

(A) RT-qPCR for adipogenic genes in BAT of WT and MICT1-BSKO mice ( $n=4$ ). (B) IB for MICT1 and UCP1 in BAT from MICT1-BSKO and control female mice. (C) Core body temperature measured in 13-wk-old female mice at  $4^{\circ}\text{C}$  at indicated time points ( $n=4$  mice per group). (D) Body weights and body composition assessed by EchoMRI of control and MICT1-BSKO female mice on HFD ( $n=6$ ). (E) GTT of MICT1-BSKO female mice ( $n=5$ ). Data is expressed as means  $\pm$  standard errors of the means (SEM) of indicated number of biological replicates. The statistical differences in mean values were assessed by Student's  $t$  test.

How the deposited data were processed for this re-analysis (not part of the article)

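RNA-seq of 6 libraries was processed, 3 from MICT1 KO and 3 from Scr BAT cells, all differentiated and treated with 10 µM forskolin for 6 h. Each library was mapped to its group and replicate number from the sample labels and the methods. The values the authors deposited are a normalized signal per gene. According to the methods, reads were aligned with Partek software to NCBI38/mm10. The paper's text does not name the counting model, the gene annotation or the normalization, nor whether p was adjusted, and gives Partek's GSA for the comparison of expression. From the values themselves, the deposited signal was read as estimated reads divided by a median-ratio size factor per library, between 0.949 and 1.08. Only genes above 0 in every library are listed, so a gene that was lost altogether in one group would not be seen.

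The test foreseen before the data were examined was a quasi-likelihood test on counts. The deposited values are not counts, so neither edgeR nor DESeq2 was used, and limma-trend took their place with the same filter (a value of at least 10 in at least 3 libraries). The comparison, the gene lists, the choice of Reactome sets, the rule for the genes named and most alternatives were fixed at that same time. Genes were named when the paper names them for MICT1 KO cells or when their mean over the 6 libraries was among the 5 highest. They were also named when among the 5 largest rises or falls with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the groups. Genes that belong to a list that is reported were named as its largest changes or exceptions. Prkar2b and other genes of the PKA list belong to such a list. CPM and RPKM were computed from the sum of the values of a library, and RPKM with the exon length of GENCODE vM21, which was found for 13140 genes (98.9%). For 210 of the genes an older symbol gave the GC content and length. Gene positions come from RefSeq on GRCm38, where 13271 symbols matched.

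Analyses ran in R 4.3.3 with limma 3.58.1 and the Reactome sets of fgsea 1.28.0. The pseudocount was 1 and the threshold an adjusted p of 0.05 by the Benjamini-Hochberg method over the 12507 genes tested. The functions were tested on simulated data drawn from the mean of the Scr libraries. Of 200 genes changed at least 2-fold among 12386 tested, 198 (99%) were called in the right direction, 10 unchanged genes were called (4.81% of the calls), and the median absolute error of the log2 fold change was 0.0810. The changed genes were drawn only from those with higher values, and the same spread was set for every gene. The simulation therefore does not cover genes with few reads, such as Ucp1, or data in which most genes change. Of the 15 gene lists tested, 1 is not reported here, nor are some single genes. The others were the heatmap genes shown as lower and as higher, adipogenic, progenitor and matrix, cAMP early-response, PKA and PP2B, interferon, muscle, nuclear respiratory chain, mitochondrial ribosome, cytosolic ribosome, G protein-coupled receptor, G protein signaling and replication-dependent histone genes. Lists with at least 5 and Reactome sets with at least 10 tested genes were tested with camera (correlation preset at 0.01), and sets of at least 10 genes with Fisher's exact test for over-representation among genes at least 2-fold lower.

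The alternatives were library size in place of the deposited scaling, limma-voom, no filter on low values, filters at a maximum of 4 CPM or 4 RPKM, the replicate number as a block, each library left out in turn, an estimated correlation or fry in place of the preset one, and other genes or backgrounds for over-representation. Gene lists and Reactome sets were not tested with limma-voom or the filter at 4 RPKM. Scaling by the trimmed mean of M values and pseudocounts of 0.5 and 5 were added after seeing the data. Once camera with the preset correlation was seen to pass sets in other splits of the libraries, which mix the groups and so do not show that such calls are false, the rules for singling out gene lists and the region on chromosome 15, and for judging a GC or length trend, were changed from camera's p to medians and counts of genes or libraries, and an estimated correlation was also required for chromosome 8. The test of scaling was replaced after its first form was seen to move nothing. All 10 splits of the 6 libraries into groups of 3 were fitted. An exact test of a single value between 3 and 3 libraries cannot give p below 0.1, so single genes rest on the spread that limma shares across genes. With 3 cultures per group of one cell line, the replicate error covers these cultures and not other lines or other knockout pools. The level of MICT1 was not analysed here. The sample labels and the methods describe the preparation of the libraries differently, and neither separates the groups.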

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

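The comparisons of a list's median with the median of all tested genes, the tests of macrophage genes, of dividing cells and of loss of the Y chromosome (whose measure was also replaced), and the choice of the region on chromosome 15 were made only after the result was seen. None of the patterns here is reported by the paper. For each, 1 of the 10 splits of the 6 libraries into groups of 3, the real one, gave a value as far from 0, and 3 libraries against 3 cannot give a share of splits below 0.1. The other splits each mix the groups, with 2 libraries of one and 1 of the other on each side, so they keep part of the real difference and are not a measure without it.

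Interferon-induced genes were higher. Of 19 tested, 17 were higher and 1 was lower with an adjusted p under 0.05 (limma-trend), and Bst2 did not pass (-0.22), with a median log2 fold change of 1.79 against at most 0.907 in the other splits. With each library left out it lay between 1.68 and 1.89. Cxcl10 (4.43) and Rsad2 (3.67) rose most. Only 13 of the 19 were above 1 CPM in the Scr libraries, 1 (Ccl5) is a heatmap gene, and the values of Oas1a held fractions of reads, as when reads are split between genes. The median stood 1.80 above that of all tested genes and was 1.77 after the GC and length trend was removed, which argues against both as its cause. Immune cells in the KO cultures were considered as a source, although the methods describe an immortalized BAT line with KO pools selected for GFP by FACS. Of 10 macrophage genes 2 were in the table, the highest, Csf1r, at 6.77 CPM in MICT1 KO libraries, and neither Csf1r (0.29, adjusted p = 0.253 from limma-trend) nor Cd68 (-0.23, adjusted p = 0.733) differed between the groups. So few genes cannot exclude a small share of immune cells, but neither they nor the cell line described point to one. A response of the adipocytes was not tested.

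Replication-dependent histone genes rose, 22 of 30 with an adjusted p under 0.05 and 0 lower (limma-trend), with a median log2 fold change of 1.78 (at most 0.920 in the other splits, 1.55 to 1.91 with each library left out). In 1 gene, H3c2, the Scr libraries were at or under the floor of 3 reads, and with that gene at its bound the median was 1.78. The median stood 1.78 above that of all tested genes and was 1.52 after the GC and length trend was removed, so neither accounts for it. Their mRNAs lack a poly(A) tail and are nearly identical to each other, and 3 explanations stay open. More RNA without a poly(A) tail in the KO libraries could not be decided from the 2 other such RNAs (median -0.22), as Rn45s was 319163 in control replicate 2 against 81699 and 93566 in the other controls, and its log2 fold change went from -0.32 to 0.30 without that library. Reads split between copies could not be decided either, since only 2 histone genes had whole reads in all 6 libraries (median 1.41). The mitotic cell cycle set had a median of 0.039, with 96 genes lower and 132 higher, and in the S phase set 44 were lower and 17 higher, so more dividing cells and the other 2 explanations cannot be told apart.

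The 4 Y-chromosome genes tested were lower in MICT1 KO cells, with log2 fold changes of -1.11 (Ddx3y), -1.35 (Eif2s3y), -0.52 (Kdm5d) and -0.76 (Uty), each with an adjusted p under 0.05 (limma-trend), and a median of -0.94 against at most 0.402 in the other splits. After the GC and length trend was removed the median was -0.96. Reads moving to the X-chromosome copies would raise these copies, whose median was -0.35. The copies had higher values than the Y genes, as for Ddx3x (1034 CPM) against Ddx3y (158 CPM) in Scr libraries. A fall of their own could hide a small rise, so their median cannot decide this. Loss of the Y chromosome from part of the cells as the whole cause would lower these genes by the same factor. The gap between Eif2s3y and Kdm5d was 0.83 (standard error 0.12), and 0.78 to 0.91 with each library left out, which argues against it as the whole cause. A partial loss together with changes of single genes stays open, and no other biological explanation was tested.

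Genes on chromosome 15 from 0 to 60 Mb were lower as a group. Among 137 tested genes 74.5% had a log2 fold change below 0, with a median of -0.36 against at most 0.133 in the other splits. Against the mean of the Scr libraries the medians of the MICT1 KO libraries were -0.32, -0.38 and -0.32, so 3 of 3 lay below every Scr library (-0.039, 0.0097 and 0.043 against the other Scr libraries). After the GC and length trend was removed the median was -0.37. Of 136 windows of 20 Mb, the 3 in this region and 1 on chromosome 2, from 160 to 180 Mb (median -0.28), had an adjusted p under 0.05 by camera with preset correlation, a test whose calls for Reactome sets did not hold with an estimated correlation. A lower copy number in the KO pools may be a candidate explanation for -0.37, but no DNA was measured in these libraries.

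Prkar2b encodes the RIIβ subunit of PKA, which the paper studies as a protein without giving its mRNA. It fell from 1857 ± 289 (SD, n = 3) to 568 ± 38.1 (SD, n = 3), a log2 fold change of -1.70 (standard error 0.093, adjusted p = 2.27e-12 from limma-trend), between -1.82 and -1.59 with each library left out and -1.74 after the GC and length trend was removed. Among the other PKA subunits Prkar2a fell by 0.65 and Prkacb by 0.24 on the log2 scale, Prkaca did not change detectably (-0.026), and Prkar1a (0.22) and Prkar1b (1.67) rose. Whether this fall is part of the lower expression of adipocyte genes was not tested.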

How the results depend on the processing

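No test in this part was chosen after its result was seen, but TMM scaling in an own implementation and pseudocounts of 0.5 and 5 were chosen after seeing the data. The 15 results that answer a comparison were recomputed 192 times, and 178 of these kept their direction and side of the threshold (for a count, within 1.5 times), 8 were weaker, 4 stronger and 2 moved. For the 87 other results, mostly single genes and gene lists, 1230 of 1284 alternatives were the same, 28 weaker, 17 stronger and 9 reversed.

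The filter at a maximum of 4 RPKM, which leaves 8500 genes, lowered the genes at least 2-fold lower from 720 to 397 and at least 2-fold higher from 999 to 443, and at the fold and p of the methods from 924 to 515 and from 1265 to 588. Fewer genes tested is part of its construction. Over the 6 fits that each left out one library these counts lay between 635 and 724, 886 and 1015, 838 and 941, and 1132 and 1293. Without a fold threshold the genes lower went from 3069 to 3343 and the genes higher from 3200 to 3313. The share of calls that were lower was 49.8%, and 49.1% with library size and 49.5% with TMM scaling.

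The gene set tests depended most on the method. With an estimated correlation 0 gene lists (6 at an unadjusted p under 0.05) and 0 Reactome sets (64) passed, in place of 10 and 118, and fry passed 573 sets. The same medians thus crossed the threshold by method alone. For metabolism of lipids and lipoproteins (-0.16) and the citric acid cycle and respiratory electron transport (-0.38) the call was lost with an estimated correlation, and for signaling by GPCR (0.11) and insulin receptor signaling (-0.11) one was gained with fry. With the genes lower at the fold and p of the methods, 38 sets were over-represented in place of 23. The cause was not tested. The last merge of the clustering rose from 0.0649 to 0.514 with the 500 most variable genes and to 0.0712 with complete linkage, and the clusters were the 2 groups in both.

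Reversals were found for results near 0. The cAMP early-response list (median -0.13) changed its camera direction with the replicate block (-0.13) and in 3 of the fits that left out a library (medians from -0.18 to -0.075 over the 6 fits). The list of G protein-coupled receptors did so with the filter at 4 CPM (-0.19) and among the fits that left out a library (-0.11 to 0.078), and the muscle list without control replicate 2 (0.17, and -0.0099 to 0.18 over the 6 fits). Rn45s lay between -0.68 and 0.30 in these fits, the latter without control replicate 2. The cause was not tested.

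The replicate numbers do not pair the libraries. Libraries with the same number did not deviate together from their group means (correlations of -0.0644, 0.00696 and 0.0874 over 9491 genes, which are not independent). With the replicate block 3512 genes were lower and 3543 higher. Besides the cAMP list, Immp1l changed its call with the block (log2 fold change -0.40, adjusted p = 0.0402 from limma-trend, against 0.0707).

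A DESeq2 test and an edgeR test were not run, nor DESeq2 size factors in edgeR, because the deposited values are not counts and already carry a median-ratio scaling. The alternatives for the level of MICT1 were not run either. Depth limits genes with few reads, such as Ucp1, whose log2 fold change went from -2.71 to -1.82 with a pseudocount of 5.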

Differences from the paper's values

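No test in this part was chosen after its result was seen, except the pseudocounts and the TMM scaling, which closed none of these differences. The paper's text gives no value for a measure computed here, so only its statements are compared.

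The paper names GPCR signaling as the pathway that went down most. In the Reactome annotation, signaling by GPCR had a median log2 fold change of 0.11, with 61 genes lower and 84 higher, and the citric acid cycle and respiratory electron transport stood first among the lower sets. Over-representation among genes at least 2-fold lower placed signaling by GPCR at rank 42 of 826 (adjusted p = 0.210 from Fisher's exact test), and at an adjusted p of 0.0716 with the genes lower at the fold and p of the methods. None of the alternatives run gave it a lower direction, but gene sets were not tested with the filter at 4 RPKM or limma-voom. GPCR ligand binding (rank 12, adjusted p = 0.0116) and the list of receptors (rank 23, adjusted p = 0.0347) passed that test. The paper's annotation, Gene Ontology, was not used here.

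The paper reports insulin signaling and mitochondrion organization among the terms of genes at least 2-fold lower. Here 5 of 88 genes of insulin receptor signaling (odds ratio 0.986) and 10 of 120 of the citric acid cycle and respiratory electron transport (odds ratio 1.5) were at least 2-fold lower, both with an adjusted p of 1 by Fisher's exact test. By fry insulin receptor signaling was lower (adjusted p = 0.0152), and by camera with preset correlation the latter was lower (adjusted p = 9.60e-11).

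Nrf1 is among the genes the paper gives as lower. Its adjusted p was 0.0519 (limma-trend, log2 fold change -0.19). It was under 0.05 with the filter at 4 RPKM (0.0482), with the filter at 4 CPM (0.0484), without KO replicate 1 (0.0472) and when p was adjusted over the heatmap list alone. Immp1l, drawn as lower, had an adjusted p of 0.0707, and passed with the replicate block (0.0402), without control replicate 2 (0.0262), without KO replicate 1 (0.0134) and over the list alone. Tnnt2, drawn as higher, had an adjusted p of 0.204 and passed in no setting (up to 0.391 and down to 0.123 with a library left out).

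The methods keep genes with a maximum RPKM of 4 and a 1.8-fold change. Of the heatmap genes, 12 of 23 drawn as lower and 4 of 15 drawn as higher met both with an unadjusted p under 0.05. Ucp1 reached a maximum RPKM of 1.14, and Tfam, Nrf1, Akt2 and Mapk14 changed by 1.22-, 1.14-, 1.74- and 1.30-fold.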

Other observations

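The tests of progenitor genes, of the cAMP early-response genes and of chromosome 8 were chosen only after the result was seen, as was the comparison of a list's median with that of all tested genes.

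For each count of genes in the comparison of MICT1 KO with Scr cells (lower, higher, at least 2-fold lower or higher, lower or higher at the fold and p of the methods), 1 of the 10 splits of the 6 libraries, the real one, gave as many. The same held for the number of gene lists and of Reactome sets past the threshold. In the other splits 0 genes had an adjusted p under 0.05 and 60 to 131 an unadjusted one, against 7113 and 7613. These splits mix the groups, which keeps part of the real difference and widens the spread within each side.

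The paper reports lower Pparγ, C/ebpβ and Fabp4 in MICT1 KO cells by RT-qPCR. In RNA-seq of the forskolin-treated cells Pparg fell from 3742 ± 467 to 754 ± 66.7, Cebpb from 18073 ± 767 to 13228 ± 561 and Fabp4 from 53343 ± 4093 to 5461 ± 1571 (SD, n = 3), with log2 fold changes of -2.31, -0.45 and -3.33, each with an adjusted p under 0.05 (limma-trend). Of 18 adipogenic genes, 17 were lower and 1, Fasn (0.30), was higher with an adjusted p under 0.05, 4 of them heatmap genes. The median of -3.45, against at most 1.29 in the other splits (1 of 10 with one as far from 0), differed by -3.45 from that of all tested genes, and was -3.48 after the GC and length trend was removed, so neither scaling nor that trend accounts for it. A lower share of adipocytes would raise genes with higher levels in progenitors than in adipocytes. Of 10 progenitor and matrix genes tested, 5 were higher and 2 were lower with an adjusted p under 0.05 (limma-trend, median of the list 0.25). Dlk1 changed by -3.47 and Pdgfra by -0.19, against 4.75 for Dcn. The levels of these genes in each cell state were not measured here, so they cannot decide this. A lower share of adipocytes stays open, as does weaker differentiation of the KO pools, which the paper proposes as plausible.

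Forskolin acts through cAMP. Of 15 early-response genes, 7 were lower and 6 higher with an adjusted p under 0.05 (limma-trend), with a median of -0.13. Atf3 (2.03), Nr4a2 (1.69) and Dusp1 (1.41) rose, and Pde3b (-0.88) and Rasd1 (-0.80) fell. All libraries were taken after 6 h of forskolin and none without it, so the response itself was not measured. These levels at a single time therefore cannot show whether the cAMP response was lower. Of 21 PKA and PP2B genes, 7 were lower and 7 higher (median -0.026, and 0.017 without KO replicate 3), and of 68 G protein signaling genes 19 were lower and 24 higher (median 0.032, and 0.0081 without KO replicate 2).

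Among the genes listed, low receptors removed by the filter do not account for signaling by GPCR not being lower. Without the filter on low values its median was 0.13 (camera adjusted p = 0.360). Receptors not found in every library are missing from the deposited values, so their part could not be tested.

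MICT1 (1190005I06Rik) lies on chromosome 8 from 120608602 to 120634390 (GRCm38). The 75 tested genes distal to it had a median log2 fold change of -0.22, with 37 lower and 15 higher, and the 614 proximal to it one of 0.047 (camera with estimated correlation, p = 0.0239 for the distal genes). Loss of chromosome 8 beyond the cut site in part of the KO cells may be an explanation and is only a hypothesis. The window of 20 Mb from 120 Mb had an adjusted p of 0.0977 among 136 windows, and windows on chromosomes 15 and 2 fell by more without a known cut site.

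Among the largest falls, by the rule for named genes, were those of Mrap (-7.65), Cfd (-6.77), Adipoq (-6.66) and Gpd1 (-6.47), and among the largest rises those of Slit1 (5.18), Il6 (5.02), Dcn (4.75), Csf3 (4.59) and Cxcl10 (4.43), each with an adjusted p under 0.05 (limma-trend). The 5 genes with the highest mean value over the 6 libraries were Rn45s (-0.32, adjusted p = 0.375, and 0.30 without control replicate 2), Eef1a1 (0.45), Thbd (0.57), Pkm (-0.022) and Eef2 (-0.16, with an adjusted p over 0.05 in 4 of the 6 fits that left out a library). Within a group the order differed, with Scd1 at a mean of 98105 in Scr and Fn1 at 87525 in MICT1 KO libraries. Each library's own 5 highest genes took 2.46% to 3.83% of its values, the most in control replicate 2.

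Of 80 cytosolic ribosomal protein genes, 69 were higher and 2 lower (median 0.39), of which near-identical pseudogenes can take reads. The heatmap lists had medians of -1.0 and 0.84. Of 9 muscle genes 1 was lower and 1 higher (median 0.067, and -0.0099 without KO replicate 3), 2 of them heatmap genes.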
